# Paternal low protein diet perturbs inter-generational metabolic homeostasis in a tissue-specific manner in mice

**DOI:** 10.1038/s42003-022-03914-8

**Published:** 2022-09-08

**Authors:** Hannah L. Morgan, Samuel Furse, Irundika H. K. Dias, Kiran Shabir, Marcos Castellanos, Iqbal Khan, Sean T. May, Nadine Holmes, Matthew Carlile, Fei Sang, Victoria Wright, Albert Koulman, Adam J. Watkins

**Keywords:** Mechanisms of disease, Disease model

## Abstract

The underlying mechanisms driving paternally-programmed metabolic disease in offspring remain poorly defined. We fed male C57BL/6 mice either a control normal protein diet (NPD; 18% protein) or an isocaloric low protein diet (LPD; 9% protein) for a minimum of 8 weeks. Using artificial insemination, in combination with vasectomised male mating, we generated offspring using either NPD or LPD sperm but in the presence of NPD or LPD seminal plasma. Offspring from either LPD sperm or seminal fluid display elevated body weight and tissue dyslipidaemia from just 3 weeks of age. These changes become more pronounced in adulthood, occurring in conjunction with altered hepatic metabolic and inflammatory pathway gene expression. Second generation offspring also display differential tissue lipid abundance, with profiles similar to those of first generation adults. These findings demonstrate that offspring metabolic homeostasis is perturbed in response to a suboptimal paternal diet with the effects still evident within a second generation.

## Abstract (web summary)

Poor paternal diet leads to changes in offspring tissue lipid abundance that is still evident in a second generation.

## Introduction

There is now growing acceptance that a mother’s diet during, and even before pregnancy can increase the risk that her offspring will develop a range of metabolic disorders^1^. Both maternal under- and over-nutrition during pregnancy can increase the risk of her adult offspring becoming overweight, glucose/insulin intolerant and developing dyslipidaemia^2^. Furthermore, impaired offspring metabolic health can be programmed over multiple generations, even when they themselves are not exposed to the same poor-quality diet^3–6^.

Mirroring the programming effects of a poor maternal diet, paternal under- and over-nutrition around the time of conception have been shown to affect the cardiovascular and metabolic health of his offspring^7^. Underlying these programmed changes in offspring health are proposed sperm epigenetic and seminal plasma-specific mechanisms^8^. Here, perturbed patterns of sperm DNA methylation, histone modifications and/or non-coding RNA populations connect poor paternal diet at the time of conception with post-fertilisation development^9,10^. Furthermore, the composition of the seminal plasma and its influence on the preimplantation uterine environment provides an additional paternal programming mechanism^11^. We have shown previously that both the sperm and the seminal plasma from male mice fed a sub-optimal low protein diet (LPD) can programme long-term offspring growth, metabolic^12,13^ and cardiovascular^14^ ill-health across two generations. Underlying the inter-generational programming were significant changes in the profile of gondal epigenetic regulators of DNA methylation, histone modifications and RNA methylation in first-generation offspring^14^.

Central to the development of many metabolic diseases is imbalances in lipid metabolism, driven by perturbed cellular lipolysis and lipogenesis^15^ and lipid traffic between tissues^12^. Excessive uptake and accumulation of triglycerides and non-esterified fatty acids in the liver are major drivers of non-alcoholic fatty liver disease (NAFLD) progression and liver damage^16^. Excessive amounts of fatty acids impair mitochondrial function, reducing their ability to perform beta-oxidation^17^. Furthermore, the accumulation of fatty acids has been shown to promote a pro-inflammatory status^18^, fibrosis^19^ and tissue damage^20^ through the synthesis of pro-inflammatory prostaglandins, thromboxanes, and leukotrienes^21^. Separately, elevated levels of hepatic and plasma sphingolipids in mice have been associated with insulin resistance, tissue damage and dysfunction through the production of excessive ceramides^22^. In recent years, a new interaction between the microbiome, lipid metabolism and adult physiology has come to the forefront. The gut microbiome in both humans and mice appears able to both influence, and be influenced by, dietary composition and lipid abundance^23^. In mice, the gut microbiota of animals fed a diet high in saturated animal fat (lard) differed from those fed diets high in poly-unsaturated fish oil^24^, associated with reduced insulin sensitivity. Interestingly, faecal transplants into germ-free mice identified the microbiome as an underlying mechanism driving the metabolic changes in these mice. Separately, acetate produced by the gut microbiota can be used by the liver in the synthesis of fatty acids as well as stimulating the liver’s production of mono-unsaturated and poly-unsaturated fatty acids in mice^25^. Therefore, the gut microbiota could play a pivotal role in regulating lipid homeostasis and metabolic health.

In the current study, we examine the impact of poor paternal diet in mice on offspring tissue lipid metabolism to define when in postnatal life metabolic ill-health became manifest. Here, we observe age-specific changes in offspring tissue lipid abundance, underpinned by specific liver transcriptomic profiles. Interestingly, differential tissue lipid abundance was observed across generations, with second-generation offspring displaying profiles similar to those of first-generation adults.

## Results

### F1 neonatal offspring

Previously, we have shown that offspring growth and cardiovascular health are impaired in response to a sub-optimal paternal low protein diet at the time of conception^13,14^. Furthermore, these changes were programmed through sperm and seminal plasma-specific mechanisms over two generations^13,14^. In the current study, we have used our mouse model, in which we combine artificial insemination with vasectomised male mating, to analyse the tissue lipid profile in four groups of offspring termed NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) at different ages and over two generations. Detailed descriptions of the stud male growth, reproductive fitness and litter sizes, as well as NN, LL, NL and LN offspring development, growth and cardiovascular phenotype, have been published^13,14^.

To determine whether paternal diet programmed adult metabolic perturbations were established early in life, we conducted a detailed analysis of offspring lipid status at 3 weeks of age. As we observed no significant effect of offspring sex (Supplementary Fig. 1), data for neonatal males and females were combined. NL offspring displayed a significantly lighter body weight when compared to NN and LL offspring (*P* < 0.05; Fig. 1a). Analysis of offspring serum detected ~440 separate lipids in positive ionisation mode, comprising cholesteryl esters (CE), ceramides (CER), *lyso*-phosphatidylcholines (LPC), phosphatidylcholines (PC), phosphatidylethanolamine (PE), diglycerides (DG) and triglycerides (TG) (see Supplementary Data 2 for full profile). Initial principal component analysis (PCA) of differential lipids revealed no separation of treatment groups from each other in the serum (Fig. 1b). Analysis of the relative abundance of saturated, mono-unsaturated and poly-unsaturated lipids revealed no difference between groups (Fig. 1c). Analysis of individual serum lipids identified 9 with differential abundance (Fig. 1d) with all of them being different between the two ‘mismatched’ (NL and LN) groups and the non-mismatched groups (NN and LL). Similar to the changes seen in body weight, liver weight was significantly reduced in NL offspring when compared to NN and LL offspring (*P* < 0.05; Fig. 1e). As for the serum, all groups showed similar hepatic global lipid profiles (Fig. 1f, g). However, 12 lipids were identified with differential abundance, with 10 lipids being different between the LN or NL groups and the NN or LL groups. Three lipids SM-(42:00), TG-(46:03) and TG-(48:04), also showed a difference between NL and LN groups (*P* < 0.05; Fig. 1h). While there were no global influences on offspring sex on lipid abundance, 40 individual lipids were significantly different in their abundance between males and females (Fig. 1i, j) and were distributed across all the major lipid classes.

**Fig. 1:**
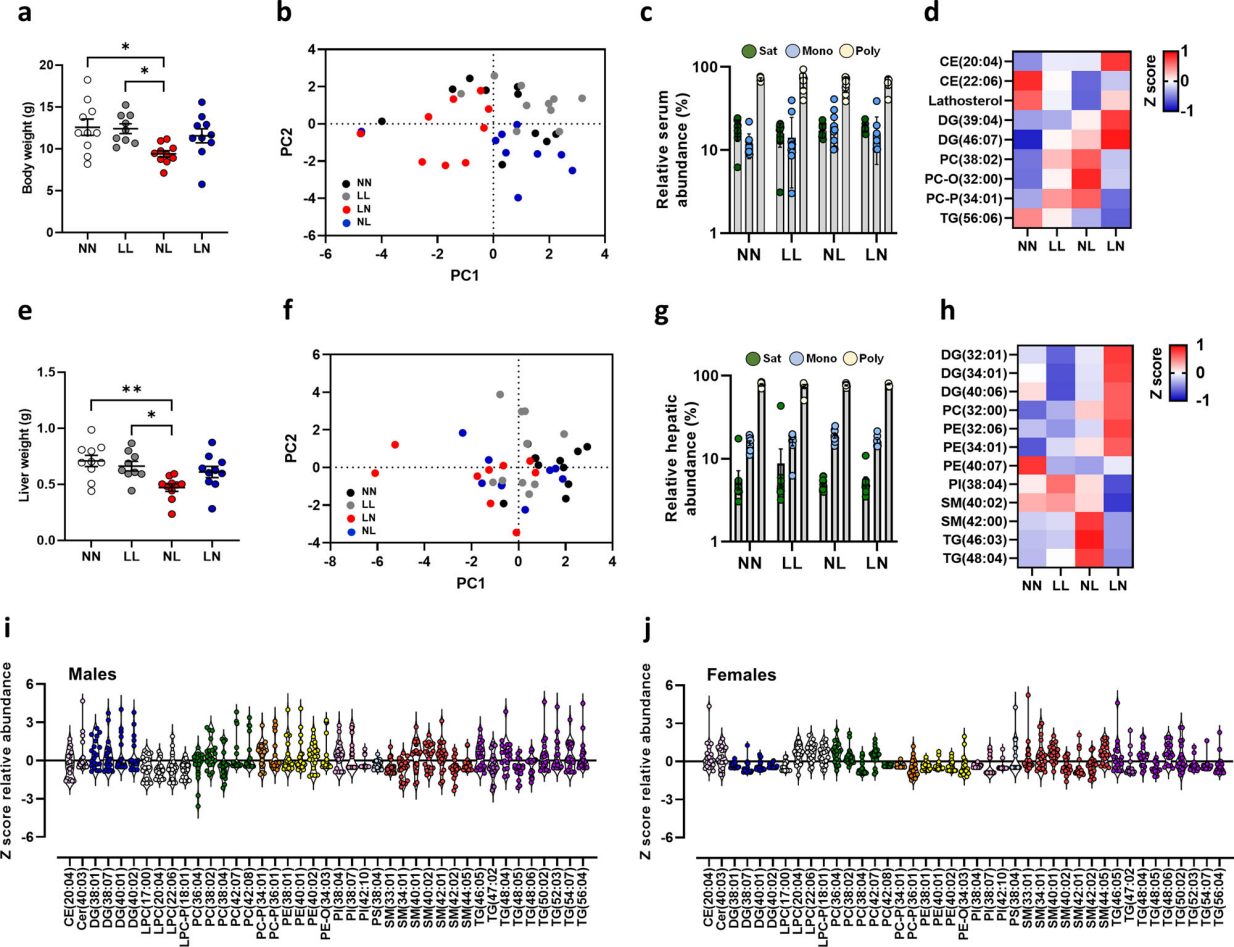
Impact of paternal diet on F1 neonatal offspring weights and tissue lipid profiles. **a** Body weight of NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) offspring at 3 weeks of age. **b** Principal component analysis (PCA) of differential lipids in NN, LL, NL and LN offspring in serum. **c** serum abundance of saturated (Sat) mono-unsaturated (Mono) and poly-unsaturated (Poly) lipids. **d** Z scores of differential lipids between NN, LL, NL and LN offspring in serum. **e** liver weight of NN, LL, NL and LN offspring. **f** Principal component analysis (PCA) of differential lipids in NN, LL, NL and LN offspring liver tissue. **g** hepatic abundance of saturated (Sat) mono-unsaturated (Mono) and poly-unsaturated (Poly) lipids. **h** Z scores of differential lipids between NN, LL, NL and LN offspring in liver tissue. Cer ceramide, DG diglyceride (water-loss product from fragmentation in source), PC phosphatidylcholine, PC-P phosphatidylcholine plasminogen, PC-O phosphatidylcholine plasmalogen, PE phosphatidylethanolamine, PI phosphatidylinositol, SM sphingomyelin, TG triglyceride. Differential serum lipids in **i** male and **j** female offspring. *N* = 9–10 offspring (4–5 males and 5 females) per treatment group, sampled from all litters generated. Data are expressed as mean ± SEM (**a**, **b**). ∗*p* < 0.05, ∗∗*p* < 0.01. Statistical differences were determined using a random effects regression analysis (**a**, **b**) or one-way ANOVA with Bonferoni post hoc correction (**e**, **f**).

### Paternal diet modifies adult-offspring lipid profiles

To determine whether the differences we observed in 3-week neonatal offspring were sustained into adulthood, we explored offspring phenotype and tissue lipid profiles at 16 weeks of age. LL, NL and LN offspring displayed a significantly heavier body weight at 16 weeks of age (*P* < 0.05; Fig. 2a), although the effect was smaller for females than males. The increased body weight, especially in LL, NL and LN males, was reflected in increased liver weight in all male groups compared to NN males (*P* < 0.02; Fig. 2b), while no difference was observed for females. No difference in mean gonadal fat pad weight was observed between groups (Fig. 2c). Initial analysis of hepatic free fatty acid levels revealed significantly elevated levels in NL and LN offspring when compared to NN and LN offspring (*P* < 0.01; Fig. 2d), with no effect of offspring sex observed. Subsequent analysis of hepatic triglyceride levels revealed no difference between groups (Fig. 2e). Similarly, no difference in circulating levels of protein oxidation (measured as carbonyls) was observed between groups (Fig. 2f); however, NL and LN offspring displayed a lower level of circulating 8-isoprostane F2α when compared to NN offspring (*P* < 0.02; Fig. 2g).

**Fig. 2:**
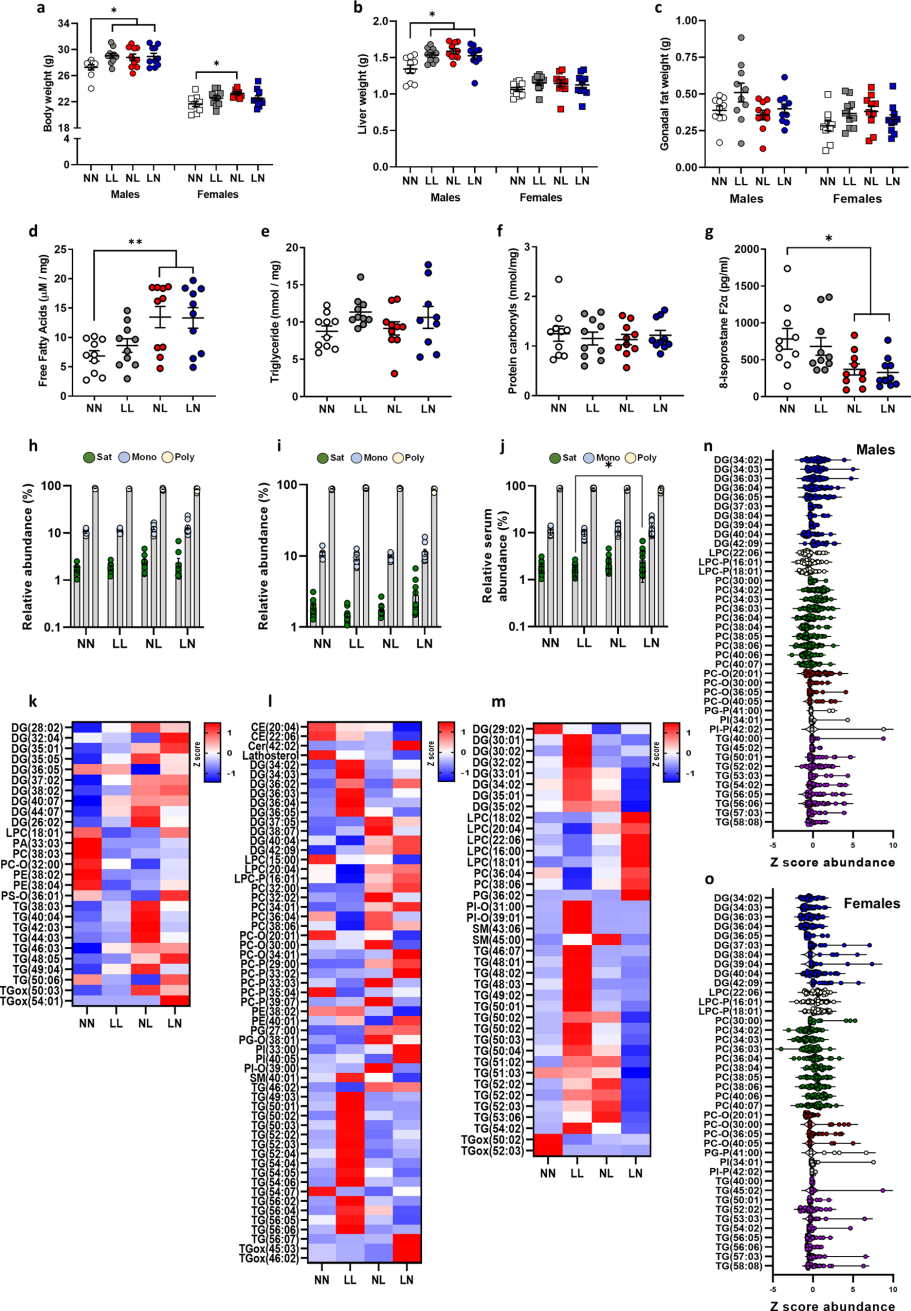
Impact of paternal diet on F1 adult-offspring weights and tissue lipid profiles. Adult (16 weeks) male and female NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) offspring **a** body, **b** liver and **c** gonadal fat weight. Hepatic **d** free fatty acid and **e** triglyceride levels and serum **f** protein carbonyls and **g** isoprostane F2α levels. Relative **h** hepatic, **i** gonadal fat and **j** serum abundance of saturated (Sat) mono-unsaturated (Mono) and poly-unsaturated (Poly) lipids. Z scores of differential lipids between NN, LL, NL and LN offspring in **k** liver, **l** gonadal fat and **m** serum. Cer ceramide, DG diglyceride (water-loss product from fragmentation in source), LPC *lyso*-phosphatidylcholine, LPE lyso-phosphatidylethanolamine, LPG *lyso*-phosphatidylglycerol, PA phosphatidic acid, PC phosphatidylcholine, PC-P phosphatidylcholine plasminogen, PC-O phosphatidylcholine plasmalogen, PE phosphatidylethanolamine, PI phosphatidylinositol, SM sphingomyelin, TG triglyceride, TGox oxidised triglyceride. Differential serum lipids in **n** male and **o** female offspring. *N* = 20 offspring (10 males and 10 females) per treatment group, sampled from all litters generated. Data are expressed as mean ± SEM (**a**–**j**). ∗*p* < 0.05, ∗∗*p* < 0.01. Statistical differences were determined using a random effects regression analysis **a**–**g** or one-way ANOVA with Bonferoni post hoc correction **h**–**o**.

Initial principal component analysis of lipid profiles in offspring liver, gonadal fat and serum (Supplementary Fig. 2) tissue show no significant separation between the four treatment groups. We also observed no significant separation based on sex (Supplementary Fig. 2). As such, data for male and female lipid profiles were combined. Similar to our observations in 3-week-old offspring, we detected a range of cholesteryl esters (CE), ceramides (CER), *lyso*-phosphatidylcholines (LPC), phosphatidylcholines (PC), phosphatidylethanolamine (PE) and triglycerides (TG) in adult tissues (see Supplementary Data 3 for full profiles). We observed no difference in the abundance of saturated, mono-unsaturated and poly-unsaturated lipids in the liver or adipose tissue between groups (Fig. 2h, i). However, LN offspring displayed a higher abundance of saturated lipids within the serum when compared to the LL offspring (Fig. 2j; *P* < 0.05). Analysis of individual lipid abundance within the liver revealed 39 separate lipids to be different between the treatment groups, with an elevated abundance of diglycerides and triglycerides in LL offspring, while relative concentrations of *lyso*-phosphatidylcholines and phosphatidylcholines were elevated in LN offspring (Fig. 2k) when compared to NN offspring. Interestingly, relative lipid profiles in the gonadal fat (Fig. 2l) did not follow this pattern, with a more varied profile being observed and only 27 lipids displaying a difference between groups. Here, NL and LN tended to display a higher abundance of diglycerides and triglycerides when compared to NN and LL offspring. The most differences in lipid abundance levels were observed within the serum. Here, 57 lipids differed significantly in their relative abundance between treatment groups (Fig. 2m). LN and NL groups displayed lower levels of cholesteryl esters such as CE (20:04) and (22:06) but elevated levels of multiple phosphatidylcholines. In contrast, LL offspring displayed elevated levels of multiple diglycerides and unsaturated triglycerides when compared to the other treatment groups. These data suggest that the lipid profile of the serum may be a composite reflection of the lipids originating from different tissues. Looking at the profiles of lipid species between tissues, there appeared common patterns of elevated triglycerides in the LL offspring liver and the serum. In contrast, NL and LN offspring displayed a comparable profile of lipids in the serum, with higher levels of diglycerides and triglycerides, matching changes seen in the gonadal fat, again with higher levels of diglycerides and triglycerides. In contrast, NL and LN offspring hepatic lipid profiles did not mirror each other, with the NL offspring matching the LL offspring more closely. As in F1 neonates, we observed a differential abundance of multiple lipids between males and females (Fig. 2n, o), although no overall effect of sex was observed on the global lipid profile. Here, differences were mainly restricted to specific diglyceride, phosphatidylcholines and triglyceride species, with males displaying a lower abundance of phosphatidylcholines and a higher abundance of triglyceride species.

### Impact of paternal diet on offspring liver gene expression

As perturbed hepatic lipid metabolism underlies the development and progression of metabolic disease, we performed a transcriptomic array to define global gene expression patterns in the adult offspring (See Supplementary Data 4–6 for full gene expression profiles). 

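Livers of NN offspring showed the known division of the sexes. Cyp4a12a, a male-typical fatty acid hydroxylase, had a log2 signal of 11.50 ± 0.19 (SD, n = 4) in males and 3.94 ± 0.38 (n = 3) in females, a log2 fold change of 7.56 (SE 1.04, adjusted p = 6.52e-05). Cyp2b9, a female-typical cytochrome P450, was at 4.95 ± 0.59 in males and 12.61 ± 0.03 in females (log2 fold change −7.66, SE 0.54, adjusted p = 8.12e-11). In all, 84 genes differed between NN males and females at an adjusted p under 0.05, 38 higher in males and 46 higher in females. Leaving out 1 array of another group, NL replicate 6, labelled male, which enters the shared estimate of the spread, raised this count to 211. The Y-linked genes Kdm5d, a histone demethylase, Eif2s3y, a translation initiation factor, and Uty, a second histone demethylase, had mean signals of 5.76 ± 0.39, 8.44 ± 0.29 and 6.31 ± 0.44 on 15 male arrays without NL replicate 6, and of 3.02 ± 0.26, 2.86 ± 0.25 and 2.31 ± 0.25 on 13 female arrays. On the array labelled LL replicate 1, female, they were at 4.43, 6.56 and 4.68. On NL replicate 6, labelled male, they were at 3.52, 3.24 and 2.41, at or next to the range of the female arrays. On this array 7 of 14 male-biased and 16 of 18 female-biased liver genes were nearer the mean of other males than of females. That tally does not tell the sexes apart, since signals of unlike level lay close together on this array. Probe sets with male means like those of Kdm5d (5.76) and Eif2s3y (8.44) had medians of 6.44 and 6.57 on it. The label of this array is in doubt by the Y-linked genes, and it was kept as given.
Groups are named by the diet of the father giving the sperm and then by that of the male giving the seminal plasma, with N for the normal and L for the low protein diet. Total liver RNA of 30 offspring aged 16 weeks was labelled with biotin and hybridised to Clariom S mouse arrays, 1 array per animal. By the sample labels, 3 females and 4 males were in each of the NN, NL and LN groups, and 5 females and 4 males in the LL group. The paper's legend gives 4 males and 4 females per group, each from a separate litter, and its methods give each pair of them as from a separate litter, so that a male and a female of a group may be siblings. The labels do not give the litters, and the arrays of a group were treated as independent. The sums of squares in the part of Supplementary Data 4 used here, the first 1839 of 22206 probe sets, imply 26 residual degrees of freedom, which is the number that 30 arrays in 4 groups give. The authors made the values, log2 signals per probe set, with Partek Genomics Suite, and their normalization is not given in the sources used here. Of 29129 deposited probe sets, 6923 were controls, and 22206 were tested with limma in 1 fit to all 30 arrays. Genes were counted at an unadjusted p under 0.05 with a fold change over 1.5, and at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision.
The hybridisation controls of NL replicate 6 had a mean log2 signal of 6.77, against 9.45 to 10.36 on the other 29 arrays, and its background on GC-rich control probes was 8.62, against 6.27 to 6.96.

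**Figure D1:**
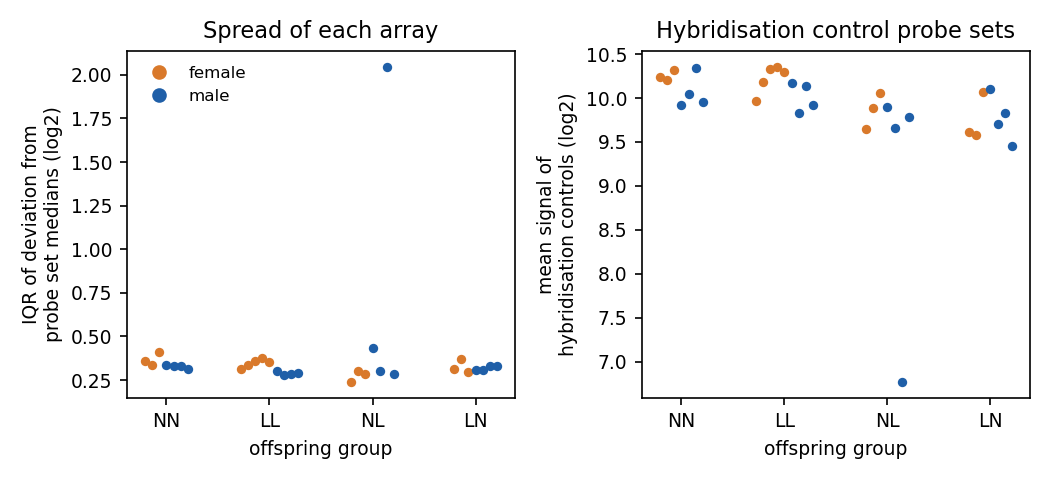
Quality measures of the 30 arrays by offspring group, each point being 1 array. NL replicate 6 stands apart, with an interquartile range of its deviations from the median array of 2.05 on the log2 scale, against 0.24 to 0.43 on the other 29 arrays.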

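Ctcfl, a germline relative of the chromatin insulator protein CTCF, had a log2 signal of 5.14 ± 0.40 (SD, n = 7) in NL offspring and 4.14 ± 0.33 (n = 7) in NN offspring, a log2 fold change of 1.00 (SE 0.18, adjusted p = 0.0248). Pcgf1, a Polycomb protein that acts on chromatin, was lower, at 5.47 ± 0.39 against 6.42 ± 0.16 (log2 fold change −0.94, SE 0.15, adjusted p = 0.0123). Each of these 2 genes separated all 7 NL from all 7 NN arrays (exact permutation test, two-sided p = 5.83e-04, the smallest that 7 against 7 allow). That restates their choice by the smallest p on these arrays, and is not independent evidence. In LN offspring, compared with the same NN arrays, Ctcfl differed by 0.90 (SE 0.18, adjusted p = 0.200) and Pcgf1 by −0.75 (SE 0.15, adjusted p = 0.200). These 2 adjusted p were 0.0297 and 0.0118 without NL replicate 6. In LL offspring Gpx8, a peroxidase of the endoplasmic reticulum, was at 4.66 ± 0.26 (n = 9) against 4.01 ± 0.16 (n = 7) in NN offspring (log2 fold change 0.65, SE 0.16, adjusted p = 1.00). F3, which encodes tissue factor, was at 5.36 ± 0.37 against 5.98 ± 0.35 (log2 fold change −0.62, SE 0.18, adjusted p = 1.00). The embryonic globin gene Hbb-y differed by 0.70 (SE 0.17, adjusted p = 1.00) in LL offspring. The array NL replicate 6 is in neither group but enters the shared estimate of the spread. When it was left out the adjusted p was 0.163 for Gpx8, 0.314 for F3 and 0.196 for Hbb-y.
Ctcfl and Pcgf1 were among the 3 genes that passed the adjusted threshold between NL and NN offspring. The third was Rac2, also higher in NL (adjusted p = 0.0248, with 0.0115 to 0.122 over its alternatives). Between LL and NN, and between LN and NN, 0 genes passed it with limma, and 0 with the methods' analysis of variance. An unadjusted p under 0.05, which chance gives for about 1110 genes, was found for 752 and 1034. Those numbers were 1872 and 2567 without NL replicate 6. With an unadjusted p under 0.05 and a fold change over 1.5, 20 genes separated LL from NN offspring (13 higher, 7 lower), 1117 separated NL from NN (354 higher, 763 lower) and 80 separated LN from NN (44 higher, 36 lower). After quantile normalization the share of higher genes was 37.5% instead of 65.0% in LL, and 48.2% instead of 31.7% in NL. With each array centred on its median it was 42.1% in LL, 10.4% in NL and 39.5%, instead of 55.0%, in LN.
The NL count was 102 without NL replicate 6 (50 higher, 52 lower), of which 80 were among the 1117. It was 2016, 1944, 1735 and 1944 without NL replicates 1, 3, 5 and 7. The LL count was 33, 34, 34 and 46 without NN replicates 1, 3, 6 and 7, and 32 and 31 without LL replicates 3 and 6. At the adjusted threshold the 3 NL genes became 12 without NL replicate 6, 7 without NL replicate 5, 5 without NL replicate 1, 1 without NN replicates 2, 3 or 4 or NL replicates 2 or 4, and 0 without NN replicate 5. The LN count of 0 became 1 without LN replicates 1 or 5, and 9 without NL replicate 6. With that array and the one labelled LL replicate 1 both left out, it was 6 and the LL count 2. The adjusted p of Ctcfl reached 0.05 or more without NN replicates 2, 3, 4, 5 or 7 or NL replicates 2 or 4 (at most 0.0991), and that of Pcgf1 did so without NN replicate 5 (0.0628).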

Analysis of differential gene expression (>1.5 fold up/downregulation) in males and females combined revealed the smallest difference to be between the NN and LL offspring (12 genes), but the biggest difference was between the NN and NL offspring (965 genes) (Fig. 3a–d). 

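Dhrs9, a retinol dehydrogenase, had a log2 signal of 4.23 ± 0.77 (SD, n = 7) in NL offspring and 5.55 ± 0.23 (n = 7) in LN offspring, a log2 fold change of −1.32 (SE 0.32, adjusted p = 0.339). Rufy1, an endosomal trafficking protein, was at 7.19 ± 0.38 in NL and 7.78 ± 0.24 in LN offspring (log2 fold change −0.59, SE 0.14, adjusted p = 0.339). Septin9, a cytoskeletal GTPase, differed by −0.62 (SE 0.15, adjusted p = 0.339). On the other side, Drc7, a protein of the flagellar axoneme, Xlr5b, an X-linked lymphocyte-regulated gene, and Tgm4, a transglutaminase of the prostate, differed by 0.67 (SE 0.15), 0.81 (SE 0.23) and 0.59 (SE 0.17), each at an adjusted p of 0.339. Between NL and LN offspring 782 genes had an unadjusted p under 0.05 and a fold change over 1.5, of which 24 were higher and 758 lower in NL. No gene passed the adjusted threshold, with 0 by limma and 0 by the methods' analysis of variance. At an unadjusted p under 0.05 there were 3246 genes, and 1531 without NL replicate 6. The share of higher genes was 3.07%, and 30.3% after quantile normalization. Without NL replicate 6 the count was 47 (16 higher, 31 lower), and 34 of these were among the 782. It was 1382, 1206, 1303, 1221 and 1419 without NL replicates 1, 2, 3, 5 and 7, and 484 without LN replicate 2.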

Interestingly, LL offspring displayed a similar number of differentially expressed genes to the NN group (12 genes), while there were 567 differentially expressed genes between the NL and LN group (Fig. 3a). 

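Cyp3a16, a cytochrome P450 of the liver, had a log2 signal of 5.46 ± 0.46 (SD, n = 5) in LL females and 7.99 ± 1.04 (n = 3) in NN females, a log2 fold change of −2.53 (SE 0.52, adjusted p = 0.962). Ly6c2, a surface antigen of monocytes, and Cyp2c39, a retinoic acid hydroxylase, differed by −1.09 (SE 0.25) and −0.82 (SE 0.19) in the same females. Higher in LL females were Gpr158, an orphan receptor (log2 fold change 0.80, SE 0.20), Elapor2, a transmembrane protein (0.61, SE 0.17), and Sgsm2, a regulator of Rab GTPases (0.71, SE 0.20), none at an adjusted p under 0.05. Tiparp, an ADP-ribosyltransferase induced through the aryl hydrocarbon receptor, was at 5.32 ± 0.15 (n = 3) in LN females and 3.99 ± 0.68 (n = 3) in NN females (log2 fold change 1.33, SE 0.32, adjusted p = 1.00). Gria3, a glutamate receptor subunit, differed from NN by −0.96 (SE 0.24) in NL females and by −0.86 (SE 0.24) in LN females, which share the NN arrays. Rasl11b, a small GTPase, differed by −1.29 (SE 0.32) and Hpcal4, a neuronal calcium sensor, by 0.91 (SE 0.24) in NL females. With 3 females against 3 an exact permutation test cannot give a p under 0.1. At an unadjusted p under 0.05 and a fold change over 1.5, 318 genes differed between LL and NN females (164 higher, 154 lower), 352 between NL and NN (180 higher, 172 lower) and 275 between LN and NN (139 higher, 136 lower). No gene passed the adjusted threshold in these 3 comparisons with limma or with the methods' analysis of variance. An unadjusted p under 0.05 was found for 955, 751 and 658 genes with all arrays, and for 2517, 2117 and 1780 without NL replicate 6. In that second fit the adjusted p was 0.184 for Cyp3a16 and 0.276 for Tiparp. After quantile normalization the share of higher genes was 32.1% instead of 51.6% in LL females and 38.5% instead of 51.1% in NL females. Without NN replicate 1 the 3 counts were 494, 600 and 433, and without NN replicate 2 they were 588, 609 and 579. The array labelled LL replicate 1, counted among the LL females, has Y-linked signals between those of the sexes. Without it the LL count was 471 and the log2 fold change of Cyp3a16 −2.52, and without both it and NL replicate 6 the LL count was 588, with 3 genes past the adjusted threshold.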

Separating the profiles in male and female offspring revealed similar numbers of differentially expressed genes between LL, NL, LN and NN females (Fig. 3e–h). In contrast, comparisons between males revealed only 68 differentially expressed genes between NN and LL males but 3642 genes between NN and NL males (Fig. 3i–l). 

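In NL males Ctcfl, the germline CTCF relative, had a log2 signal of 5.31 ± 0.44 (SD, n = 4), against 4.00 ± 0.31 (n = 4) in NN males (log2 fold change 1.30, SE 0.22, adjusted p = 0.0574). Acot3, a peroxisomal acyl-CoA thioesterase, was at 5.36 ± 0.61 in NL males and 7.08 ± 0.79 in NN males (log2 fold change −1.73, SE 0.35, adjusted p = 0.0574). Cyp21a1, the steroid 21-hydroxylase, differed by 1.08 (SE 0.20, adjusted p = 0.0574) and Lrit2, a leucine-rich repeat protein, by −1.42 (SE 0.27, adjusted p = 0.0574). Over 12 alternatives the adjusted p ranged from 0.00664 to 0.168 for Ctcfl, 0.0101 to 0.178 for Acot3, 0.00403 to 0.167 for Cyp21a1 and 0.0101 to 0.168 for Lrit2. It was under 0.05 in 5, 3, 4 and 2 of them. The 4 log2 fold changes were 1.15, −1.72, 1.04 and −1.28 without NL replicate 6. In LL males Zfp980, a zinc finger gene, differed from NN by 1.11 (SE 0.24) and Flvcr2, a choline transporter, by −1.11 (SE 0.29), both at an adjusted p between 0.847 and 1.00. Their adjusted p was 0.327 and 0.383 without NL replicate 6. In LN males Ctcfl differed by 1.18 (SE 0.22, adjusted p = 0.313) and Rad21l, a germline cohesin subunit, by −0.77 (SE 0.17, adjusted p = 0.515). Leaving out NL replicate 6 gave an adjusted p of 0.0397 and 0.0464. Leaving out the array labelled LL replicate 1 as well gave 0.0529 and 0.0570. Of 4637 genes with an unadjusted p under 0.05 and a fold change over 1.5 between NL and NN males, 1903 were higher and 2734 lower in NL. The same thresholds gave 115 genes between LL and NN males (63 higher, 52 lower) and 331 between LN and NN males (135 higher, 196 lower). The adjusted threshold gave 0 genes in all 3 comparisons with limma, and the methods' analysis of variance gave 7 for NL and 0 for LL and LN. For NL, LL and LN 7274, 429 and 1048 genes had an unadjusted p under 0.05, and 2552, 1117 and 2681 without NL replicate 6. Centring each array on its median moved the share of higher genes from 41.0% to 21.1% in NL males and from 40.8% to 20.7% in LN males.
The NL male count was 458 without NL replicate 6 (256 higher, 202 lower), and 356 of these genes were among the 4637. It was 7520 without NL replicate 5 and 7749 without NL replicate 7, where 5553 and 6481 genes passed the adjusted threshold, as did 2 genes without NN replicate 6 and 1 without NN replicate 7. The LL count was 196 and the LN count 524 without NN replicate 7. Between LN and NN males 8 genes passed the adjusted threshold without NL replicate 6, and 1 without both that array and the one labelled LL replicate 1. The difference between the sexes in the effect of the group was tested directly, and 0 genes passed the adjusted threshold for LL, NL or LN with limma or the methods' analysis of variance. At an unadjusted p under 0.05 there were 530, 1394 and 609 genes, and 1441, 1105 and 1576 without NL replicate 6.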

Interestingly, the second biggest difference in a number of differentially expressed genes was between LL and NL males (1055 genes) (Fig. 3i).

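H3c6, a histone H3 gene, had a log2 signal of 7.45 ± 0.30 (SD, n = 4) in NL males and 6.55 ± 0.12 (n = 4) in LL males, a log2 fold change of 0.90 (SE 0.16, adjusted p = 0.0538, with 0.00791 to 0.206 over its alternatives). Atf3, a stress-induced transcription factor, and Pomc, the precursor of corticotropin and melanocortins, differed by 1.19 (SE 0.25, adjusted p = 0.119) and 0.94 (SE 0.20, adjusted p = 0.119). Lower in NL males were Zfp980 (log2 fold change −1.29, SE 0.24, adjusted p = 0.070), Fabp2, an intestinal fatty acid-binding protein (−1.69, SE 0.35), and Kif2a, a microtubule-depolymerising kinesin (−0.77, SE 0.16). The log2 fold changes of H3c6, Atf3, Pomc, Zfp980, Fabp2 and Kif2a were 0.82, 0.96, 0.66, −1.28, −1.35 and −0.58 without NL replicate 6, the last under the fold threshold. Mt1, a metallothionein that binds zinc, differed by 1.2 (SE 0.69, adjusted p = 0.237) with all arrays and by 2.27 (adjusted p = 0.385) without NL replicate 6. Between NL and LL males 3939 genes had an unadjusted p under 0.05 and a fold change over 1.5, 1177 higher and 2762 lower in NL. At the adjusted threshold limma gave 0 genes, and the methods' analysis of variance gave 1, H3c6. At an unadjusted p under 0.05 there were 6349 genes, and 1896 without NL replicate 6. The share of higher genes was 29.9%, and 46.9% after quantile normalization or 16.1% after centring each array on its median. Without NL replicate 6 the count was 293 (134 higher, 159 lower), of which 212 were among the 3939. Without NL replicates 5 and 7 it was 6710 and 6910, with 3857 and 5332 genes at the adjusted threshold.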

**Fig. 3:**
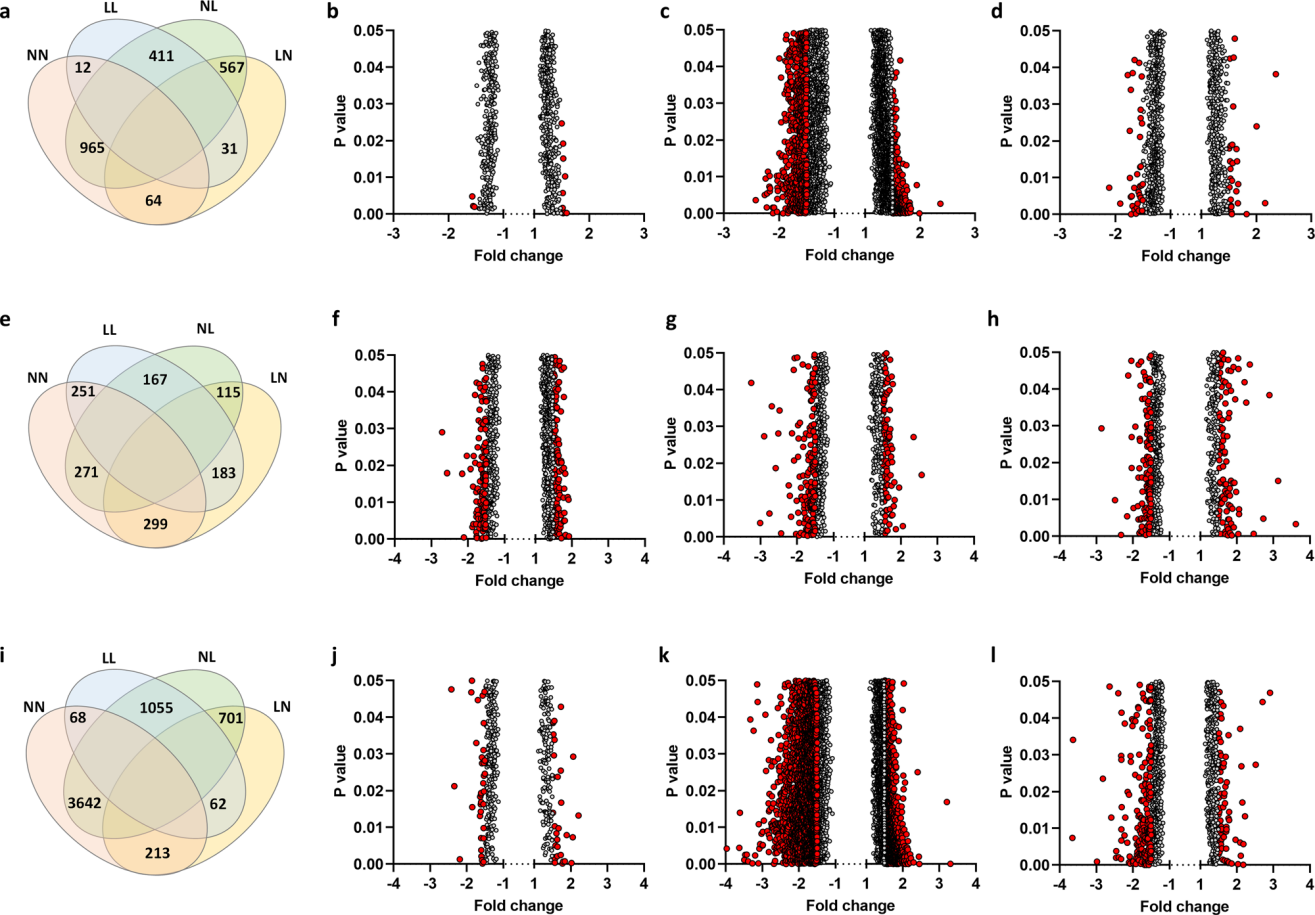
Adult-offspring hepatic gene expression profiles. Analysis of adult (16 weeks) F1 offspring hepatic transcript profiles with **a** Venn diagram displaying number of genes with differential expression (>1.5 fold, either positive or negative) between adult (16 weeks of age) NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) offspring liver. Volcano plot of differential genes (>1.5 fold, either positive or negative) between **b** NN and LL adult offspring, **c** NN and NL offspring and **d** NN and LN offspring. **e** Venn diagram displaying number of genes with differential expression (>1.5 fold, either positive or negative) between adult (16 weeks of age) NN (NPD sperm and LPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) female offspring liver. Volcano plot of differential genes (>1.5 fold, either positive or negative) between **f** NN and LL adult females, **g** NN and NL adult **f**emales and **h** NN and LN adult females. **i** Venn diagram displaying number of genes w**i**th differential expression (>1.5 fold, either positive or negative) between adult (16 weeks of age) NN (NPD sperm and LPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) male offspring liver. Volcano plot of differential genes (>1.5 fold, either positive or negative) between **j** NN and LL adult males, **k** NN and NL adult males and **l** NN and LN adult males. *N* = 4 males and 4 females, each from separate litters. Statistical differences were determined by one-way ANOVA with Partek® Genomics Suite® analysis software.

To determine the physiological consequences of the differential gene expression, we performed gene ontology and pathway analysis on all genes that were statistically different, irrespective of their fold change (Supplementary Data 7 for full lists). 

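Genes of mRNA splicing, processing and export were lower as a group in NL than in NN offspring (adjusted p = 2.75e-14, and 0.727 with an estimated correlation), and genes of neuropeptides and their receptors were higher (adjusted p = 2.25e-06, and 0.727 with an estimated correlation). Hnrnpd, an RNA-binding protein of mRNA turnover, had a log2 fold change of −0.89 (SE 0.23), and Mc5r, a melanocortin receptor, one of 0.80 (SE 0.21). With all arrays no gene of any list passed an adjusted p under 0.05 over all 22206 probe sets in the comparisons of LL, NL and LN with NN or of NL with LN. When NL replicate 6 was left out only U2surp, a splicing factor, did (−0.47 in NL offspring, adjusted p = 0.0250). For each comparison 36 lists of genes, of metabolic and signalling pathways, cell types and sensory receptors, were tested with limma's camera, which compares the genes of a list with all other genes and was given an inter-gene correlation of 0.01. Between LL and NN offspring, 2 lists were called higher and 3 lower, and 31 were not called. The numbers were 2, 14 and 20 for NL against NN, 1, 3 and 32 for LN against NN, and 3, 18 and 15 for NL against LN. Without NL replicate 6, a fit chosen after the data were seen, 2 lists were called higher and 5 lower for LL against NN, 6 and 6 for NL against NN, 2 and 5 for LN against NN, and 2 and 7 for NL against LN. This array lay from the mean of the NN male arrays by a median of −2.30 over the mRNA list and 1.11 over the neuropeptides. Without it both lists stayed called in NL offspring (adjusted p = 3.31e-11 and 0.00274). With the correlation estimated from the residuals, 0 of the 36 lists were called in any of the 4 comparisons, the lowest adjusted p being 0.975, 0.727, 0.984 and 0.605. The rotation test fry likewise called 0 lists. Lists were written from general knowledge before the data were examined, and they hold genes that the paper had named from these samples, which are not independent evidence.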

Using data for males and females combined, we observed an upregulation of genes associated with ‘carbohydrate/glucose metabolism’, ‘circulating hormone levels’ and ‘circulating lipid levels’ in LL offspring when compared to NN offspring. 

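Enzymes and hormones of glucose metabolism were not called as a group in LL offspring: of 27 genes, 14 had a positive and 13 a negative log2 fold change against NN offspring, with a median of 0.02 (adjusted p = 0.706, and 0.975 with an estimated correlation). G6pc, the enzyme that releases glucose from the liver, differed by 0.61 (SE 0.37). Lists of fatty acid and triglyceride synthesis (median 0.13, adjusted p = 0.259) and of lipid droplets and lipoproteins (median 0.00, adjusted p = 0.876) were not called either. All 18 genes of cholesterol synthesis had a positive log2 fold change, with a median of 0.22 (adjusted p = 0.0605), and among them Mvd and Nsdhl, enzymes of the sterol pathway, differed by 0.41 (SE 0.23) and 0.43 (SE 0.36). That list was called without NL replicate 6 (adjusted p = 0.0105), after quantile normalization (0.00502) and after median centring. It was not called without both NL replicate 6 and the array labelled LL replicate 1 (0.10), with sex as a covariate (0.107) or with an estimated correlation (0.975, and 0.877 without NL replicate 6), over a range of 0.00502 to 0.995 in all alternatives. Of 60 neuropeptide and receptor genes, 49 were higher, with a median of 0.12 (adjusted p = 0.00217, and 0.975 with an estimated correlation), among them Pdyn, which encodes dynorphins (0.38, SE 0.17), and Vip, vasoactive intestinal peptide (0.26, SE 0.13). Of 43 genes of cytosolic ribosomal proteins, 39 were lower, with a median of −0.08 (adjusted p = 0.00376, and 0.975 with an estimated correlation), Rps25 by −0.18 (SE 0.11). The clock genes Npas2 and Arntl, which form activators of the circadian cycle, differed by 1.00 (SE 0.46) and 1.01 (SE 0.56), and their repressor Per2 by −0.38 (SE 0.22), while the clock list was not called (adjusted p = 0.236). No gene of these lists passed the test when adjusted over the list alone with all arrays. In the glucose list 1 gene did without NL replicate 6.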

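Lep, which encodes the fat-derived hormone leptin, had a log2 signal of 3.68 ± 0.40 (SD, n = 9) in LL offspring and 3.18 ± 0.45 (n = 7) in NN offspring, a log2 fold change of 0.50 (SE 0.19, adjusted p = 1.00). Cry1, a repressor of the circadian clock, was at 6.33 ± 0.44 in LL and 5.88 ± 0.46 in NN offspring (log2 fold change 0.45, SE 0.19, adjusted p = 1.00). Gcg, which encodes the precursor of glucagon, was at 4.36 ± 0.31 against 3.98 ± 0.26 (log2 fold change 0.38, SE 0.17, adjusted p = 1.00). Insrr, a receptor tyrosine kinase related to the insulin receptor, was at 5.05 ± 0.26 against 4.59 ± 0.31 (log2 fold change 0.46, SE 0.19, adjusted p = 1.00). Lep, Gcg and Insrr lay below the median signal of an array, which was 5.52 at the median of 29 arrays without NL replicate 6. Sensory receptor genes had a median of 2.88 on those arrays. Whether Lep, Gcg and Insrr exceed background was not tested. In a fit without NL replicate 6, which is in neither group, the adjusted p was 0.403 for Lep, 0.504 for Cry1, 0.519 for Gcg and 0.313 for Insrr. Taken gene by gene, exact permutation tests gave a two-sided p of 0.0331 for Lep, 0.0662 for Cry1, 0.0229 for Gcg and 0.00682 for Insrr. Adjusted over these 4 genes alone, each had a limma p of 0.0270, which is not independent evidence, since the paper chose the genes on these samples. As a group, 15 markers of the pancreas, Gcg among them, were lower in LL than in NN offspring (median −0.24, adjusted p = 0.0166, 0.975 with an estimated correlation, and 0.10 without NL replicate 6 and the array labelled LL replicate 1), with a log2 fold change of −0.90 (SE 0.43) for Ctrl, a chymotrypsin-like protease. Amy2a5, a pancreatic amylase, was at 5.28 ± 0.30 in LL and 6.24 ± 2.10 in NN offspring (log2 fold change −0.96, SE 0.48). The 10 markers of white adipose tissue, Lep among them, were not called (median 0.11, adjusted p = 0.872).

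**Figure D2:**
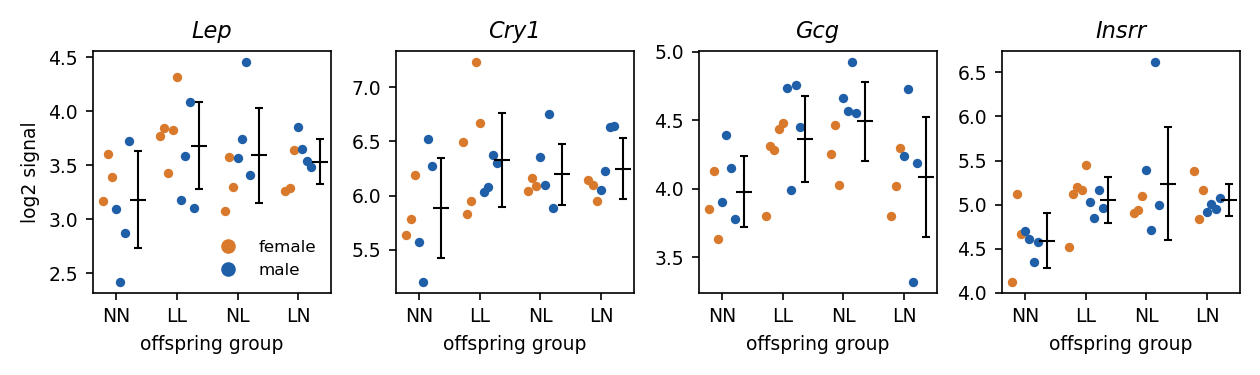
Log2 signals of Lep, Cry1, Gcg and Insrr by offspring group, each point being 1 array, with the mean and SD of each group. The means of Insrr are 5.05 in LL and 4.59 in NN offspring, and the points of the groups overlap for all 4 genes.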

Included in these were *leptin* (1.38 fold increase), *cryptochrome-1* (1.36 fold increase), *pro-glucagon* (1.28 fold increase) and *insulin receptor-related protein* (1.35 fold increased). 

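Of 61 genes of mRNA splicing, processing and export, 57 had a negative log2 fold change in NL against NN offspring, with a median of −0.47. Snrpd1, a core protein of the spliceosome, differed by −0.64 (SE 0.19), and Thoc1, a subunit of the THO complex that couples transcription to mRNA export, by −0.85 (SE 0.22). Thoc1 was at 4.63 on NL replicate 6 and at 6.37 on the nearest NL array. With all arrays 18 genes of this list had an unadjusted p under 0.05 and were lower by more than 1.5-fold. Over all genes the number past these thresholds, either way, fell from 1117 to 102 without NL replicate 6. In the list 7 genes passed when adjusted over the list alone, where Wtap, Thoc1 and Thoc2 were chosen by the paper on these samples and are not independent evidence. Of 60 genes of neuropeptides and their receptors, 56 were higher (median 0.26), and 5 passed when adjusted over the list alone, 3 of them chosen by the paper. Genes of embryonic patterning and growth were lower as a group, 31 of 40 (median −0.26, adjusted p = 1.39e-04, and 0.727 with an estimated correlation), Tgfbr1 and Hif1a of the paper among them, with 0 passing when adjusted over the list alone. Rbpj, which mediates Notch signalling, differed by −0.67 (SE 0.26), and Smad2, which mediates TGF-beta signalling, by −0.52 (SE 0.20). Cytokines, chemokines and their receptors were not called as a group (27 of 44 higher, median 0.13, adjusted p = 0.465), where Ccl4, a chemokine of macrophages, and Il17a, a cytokine of T cells, differed by 0.42 (SE 0.13) and 0.55 (SE 0.17). The median deviation of NL replicate 6 from the mean of the NN male arrays was −2.30 over the mRNA list, 1.11 over the neuropeptides, 0.63 over the cytokines and −1.30 over the embryonic list. Without this array the 4 medians were −0.20 (adjusted p = 3.31e-11), 0.10 (0.00274), 0.03 (0.427) and −0.12 (0.00289), and 0.297 was the lowest adjusted p of any list with an estimated correlation.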

Comparing NN with NL offspring, we observed upregulation of genes involved in cytokine signalling and neuropeptide signalling, while pathways associated with ‘mRNA processing’ and ‘embryo development’ were downregulated. Here genes such as *corticotropin-releasing factor receptor 1* (1.64 fold increase), *pro-opiomelanocortin* (1.64 fold increase), *urocortin* (1.58 fold increase), *wtap* (1.82 fold decreased), *TGF-beta receptor type-1* (1.99 fold decrease), *THO complex 2* (2.11 fold decrease) and *hypoxia inducible factor 1, alpha subunit* (1.86 fold decreased) were altered. 

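Crhr1, the receptor of corticotropin-releasing factor, had a log2 signal of 4.55 ± 0.47 (SD, n = 7) in NL offspring and 3.82 ± 0.16 (n = 7) in NN offspring, a log2 fold change of 0.73 (SE 0.18, adjusted p = 0.0977). Pomc was at 4.94 ± 0.57 against 4.24 ± 0.23 (log2 fold change 0.70, SE 0.19, adjusted p = 0.0977). Ucn, which encodes the stress peptide urocortin, was at 7.00 ± 0.46 against 6.32 ± 0.20 (log2 fold change 0.67, SE 0.17, adjusted p = 0.0977). Wtap, part of the complex that methylates adenosine in mRNA, was at 7.12 ± 1.21 against 7.98 ± 0.25 (log2 fold change −0.86, SE 0.31, adjusted p = 0.140). Tgfbr1, a receptor of TGF-beta, was at 6.14 ± 1.44 against 7.13 ± 0.12 (log2 fold change −1.0, SE 0.36, adjusted p = 0.139). Thoc2, a scaffold of the THO complex, was at 5.58 ± 1.07 against 6.67 ± 0.30 (log2 fold change −1.08, SE 0.29, adjusted p = 0.0992). Hif1a, the transcription factor of the response to low oxygen, was at 7.52 ± 1.52 against 8.41 ± 0.17 (log2 fold change −0.89, SE 0.37, adjusted p = 0.167). Crhr1 and Pomc lay below the median signal of an array (5.52 at the median of 29 arrays without NL replicate 6). Sensory receptor genes had a median of 2.88 on those arrays, and whether Crhr1 and Pomc exceed background was not tested. Exact permutation tests of the single genes gave two-sided p values from 0.00175 for Crhr1 and Thoc2 to 0.0221 for Hif1a. With limma all 7 passed when adjusted over these 7 genes alone, at 0.00106 to 0.0224, which is not independent evidence since the paper chose these genes on these samples. Without NL replicate 6 the log2 fold changes were 0.59 for Crhr1, 0.51 for Pomc, 0.54 for Ucn, −0.41 for Wtap, −0.46 for Tgfbr1, −0.70 for Thoc2 and −0.33 for Hif1a. From the expression of Crhr1, Pomc and Ucn, the paper proposes that NL offspring are under metabolic stress.

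**Figure D3:**
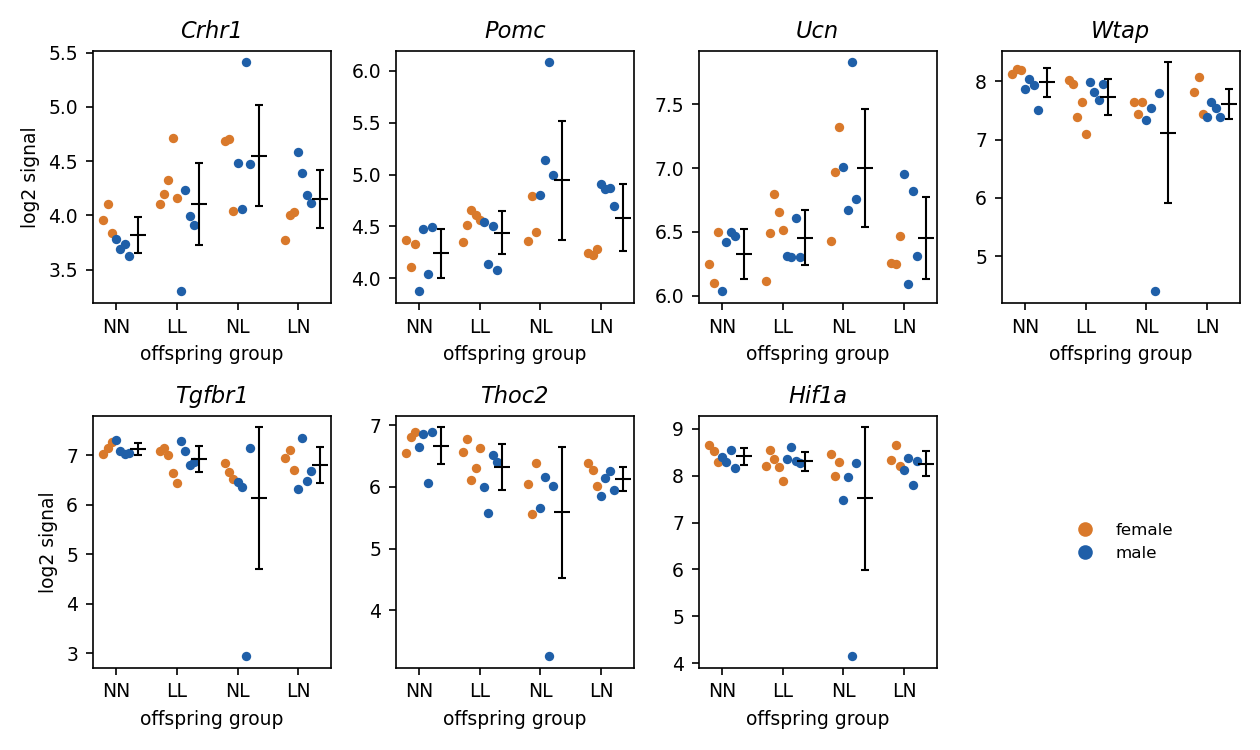
Log2 signals of Crhr1, Pomc, Ucn, Wtap, Tgfbr1, Thoc2 and Hif1a by offspring group, each point being 1 array, with the mean and SD of each group. The lowest NL point of Wtap, Tgfbr1, Thoc2 and Hif1a is NL replicate 6, at 4.39, 2.93, 3.25 and 4.15. The same array is the highest NL point of Crhr1, Pomc and Ucn, at 5.41, 6.08 and 7.83.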

In LN offspring, ‘small molecule catabolic’ and ‘metabolic pathways’ were upregulated. 

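Genes of fatty acid oxidation and ketogenesis were not called as a group in LN offspring, with 17 of 24 higher than in NN offspring and a median log2 fold change of 0.09 (adjusted p = 0.467, and 0.984 with an estimated correlation). Acadvl, the dehydrogenase of very-long-chain acyl-CoA, differed by 0.34 (SE 0.13), and Fgf21, a hormone of the fasted liver, by 0.40 (SE 0.19). Lists of fatty acid and triglyceride synthesis (median 0.08, adjusted p = 0.544), glucose metabolism (0.06, 0.675), cholesterol synthesis (0.21, 0.193) and bile acids (0.09, 0.788) were not called. Pnpla3, a lipase of lipid droplets, differed by 0.42 (SE 0.20) and G6pc by 0.82 (SE 0.39). Kupffer cell and macrophage markers were higher as a group, all 11 of them (median 0.19, adjusted p = 0.0316, and 0.984 with an estimated correlation), with Folr2, a folate receptor of resident macrophages, at 0.38 (SE 0.21). Ribosomal protein genes were lower, 35 of 43 (median −0.16, adjusted p = 2.81e-04, and 0.984 with an estimated correlation), Rps28 by −0.28 (SE 0.14). No gene of these lists passed when adjusted over the list alone with all arrays. In each of the lists of fatty acid oxidation, glucose metabolism, cholesterol synthesis and bile acids 1 gene did without NL replicate 6. Dbp and Nr1d1, clock-controlled transcription factors, differed by −1.64 (SE 0.90) and −0.93 (SE 0.51), and the clock list had a median of −0.23 (adjusted p = 0.0613, with 0.0296 to 0.984 over its alternatives).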

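Acacb, the mitochondrial acetyl-CoA carboxylase that restrains fatty acid oxidation, had a log2 signal of 7.61 ± 0.21 (SD, n = 7) in LN offspring and 7.23 ± 0.29 (n = 7) in NN offspring, a log2 fold change of 0.38 (SE 0.14, adjusted p = 1.00). Its cytosolic relative Acaca, which feeds fatty acid synthesis, was at 8.35 ± 0.41 against 8.32 ± 0.34 (log2 fold change 0.03, SE 0.22, adjusted p = 1.00), and at −0.01 with each array centred on its median. Pfkl, the liver phosphofructokinase of glycolysis, was at 7.42 ± 0.23 against 7.08 ± 0.25 (log2 fold change 0.34, SE 0.17, adjusted p = 1.00). Il1b, which encodes the inflammatory cytokine interleukin 1 beta, was at 5.26 ± 0.67 against 4.59 ± 0.64 (log2 fold change 0.67, SE 0.29, adjusted p = 1.00). With NL replicate 6, which is in neither group, left out, the adjusted p was 0.248 for Acacb, 0.971 for Acaca, 0.250 for Pfkl and 0.365 for Il1b. Exact permutation tests of the single genes gave a two-sided p of 0.0152 for Acacb, 0.892 for Acaca, 0.0221 for Pfkl and 0.0781 for Il1b. Adjusted over these genes alone, the limma p was 0.0449 for Acacb, 0.0540 for Il1b, 0.0614 for Pfkl and 0.903 for Acaca. This is not independent evidence, since the paper chose Acacb, Il1b and Pfkl on these samples. Its discussion gives the symbol Acaca for acetyl-CoA carboxylase 2, but its 1.3-fold increase is that of Acacb (1.31 here) and not of Acaca (1.02). Counting Acaca raises the adjusted p of the other genes, and an adjustment without it was not computed.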

Within these pathways genes such as *acetyl-CoA carboxylase 2* (1.3 fold increase), *phosphofructokinase, liver, B-type* (1.3 fold increase) and *interleukin 1 beta* (1.59 fold increase) were differentially expressed when compared to NN offspring. 

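Genes of protein processing in the endoplasmic reticulum were lower as a group in NL than in LN offspring, 45 of 48 probe sets (median log2 fold change −0.47, adjusted p = 4.88e-12, and 0.605 with an estimated correlation). Pdia6 and Pdia3, protein disulfide isomerases that fold secreted proteins, differed by −0.69 (SE 0.19) and −0.73 (SE 0.21), and 2 genes of the list passed when adjusted over the list alone. Of 30 genes of the nuclear pore and RNA transport, 28 were lower (median −0.33, adjusted p = 7.64e-08, and 0.605 with an estimated correlation), with Kpnb1, a nuclear import receptor, at −0.61 (SE 0.20). All 24 genes of fatty acid oxidation and ketogenesis had a negative log2 fold change (median −0.50, adjusted p = 1.02e-07, and 0.605 with an estimated correlation), among them Hadha, a subunit of the mitochondrial trifunctional protein (−0.70, SE 0.27), and Etfdh, which passes electrons to the respiratory chain (−0.64, SE 0.26). All 18 genes of bile acid synthesis and transport were on the same side (median −0.50, adjusted p = 1.92e-05, and 0.605 with an estimated correlation). In these last 3 lists 0 genes passed when adjusted over the list alone. NL replicate 6 deviated from the mean of the NN male arrays by a median of −2.05 over the list of the endoplasmic reticulum, −1.63 over the nuclear pore, −2.50 over fatty acid oxidation and −2.60 over bile acids. Without this array the 4 medians were −0.17 (adjusted p = 2.39e-08), −0.15 (1.59e-04), −0.21 (4.84e-04) and −0.18 (0.0355). An estimated correlation in that fit gave an adjusted p of 0.539, 0.578, 0.890 and 0.539. Lists of lipid droplets, cholesterol synthesis, glucose metabolism, ribosomal proteins and oxidative phosphorylation were called lower with all arrays (adjusted p = 0.00764, 0.00981, 0.00951, 7.54e-05 and 1.08e-06). Without NL replicate 6 the direction of their test turned and none was called (0.841, 0.517, 0.632, 0.151 and 0.952). The first 4 were not called after quantile normalization (0.440, 0.148, 0.206 and 0.667).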

Comparing NL and LN offspring revealed pathways involved in ‘metabolism’, ‘RNA transport’ and ‘protein processing in endoplasmic reticulum’ to be downregulated in NL offspring. Here genes including *THO complex subunit 1* (1.65 fold downregulated) and *long-chain-fatty-acid-CoA ligase 1* (1.76 fold downregulated) were differentially expressed.

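Thoc1, a THO complex subunit that binds nascent mRNA for export, had a log2 signal of 6.45 ± 0.83 (SD, n = 7) in NL offspring and 7.20 ± 0.32 (n = 7) in LN offspring, a log2 fold change of −0.75 (SE 0.22, adjusted p = 0.339). An exact permutation test of this gene gave a two-sided p of 0.00758. The unadjusted p of Thoc1 in limma's test was 0.00214, with no other gene of the paper measured here to adjust over. This is not independent evidence, since the paper chose the gene on these samples. The log2 fold change was −0.45 without NL replicate 6. Long-chain-fatty-acid-CoA ligase 1 is named by no probe set of the annotation used and was not analysed here.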

### Adult-offspring microbiome shows minimal changes in response to paternal diet

To investigate whether adult-offspring gut bacterial diversity was affected by paternal diet (See Supplementary Data 8 for full sequencing details), we used the Faith’s phylogenetic diversity and Pielou’s measure of species evenness indexes. We observed no difference in bacterial diversity between groups (Fig. 4a, b). Analysis of bacterial profiles at the phylum (Fig. 4c) and family (Fig. 4d) levels showed no significant differences between treatment groups. To understand how the profile as a whole may alter, we correlated each bacterial component at the family level with each other. All groups showed a significant positive correlation between the prevalence of rikenellaceae and deferribacteraceae (Fig. 4e–g). In NN offspring, we observed a significant negative correlation between the levels of firmicutes and bacteroidetes (r = −0.854, *P* = 0.007; Fig. 4e), an association that was only present also in the NL offspring (r = −0.737, *P* = 0.037). NN offspring also showed a significant negative correlation between lachnospiraceae and S24 (r = −0.821, *P* = 0.012), and lachnospiraceae and paraprevotellaceae (r = −0.629, *P* = 0.05; Fig. 5e). Finally, NN offspring showed a positive correlation between prevotellaceae and cyanobacteria (r = 0.931, *P* = 0.001) and between Bacteroidaceae and Deferribacteres (r = 0.834, *P* = 0.01; Fig. 4e). In LL offspring, significant positive correlations were observed between deferribacteraceae and rikenellaceae, lachnospiraceae, paraprevotellaceae and bacteroidetes and between prevotellaceae, cyanobacteria and parcubacteria (*P* < 0.05; Fig. 4f). In NL offspring, significant positive correlation between deferribacteres, rikenellaceae, deferribacteraceae and bacteroidaceae were observed, while a negative association between firmicutes and bacteria was observed. Finally, in LN offspring, we observed a positive correlation between firmicutes, bacteria and lachnospiraceae, and a negative correlation between S24, lachnospiraceae and rikenellaceae.

**Fig. 4:**
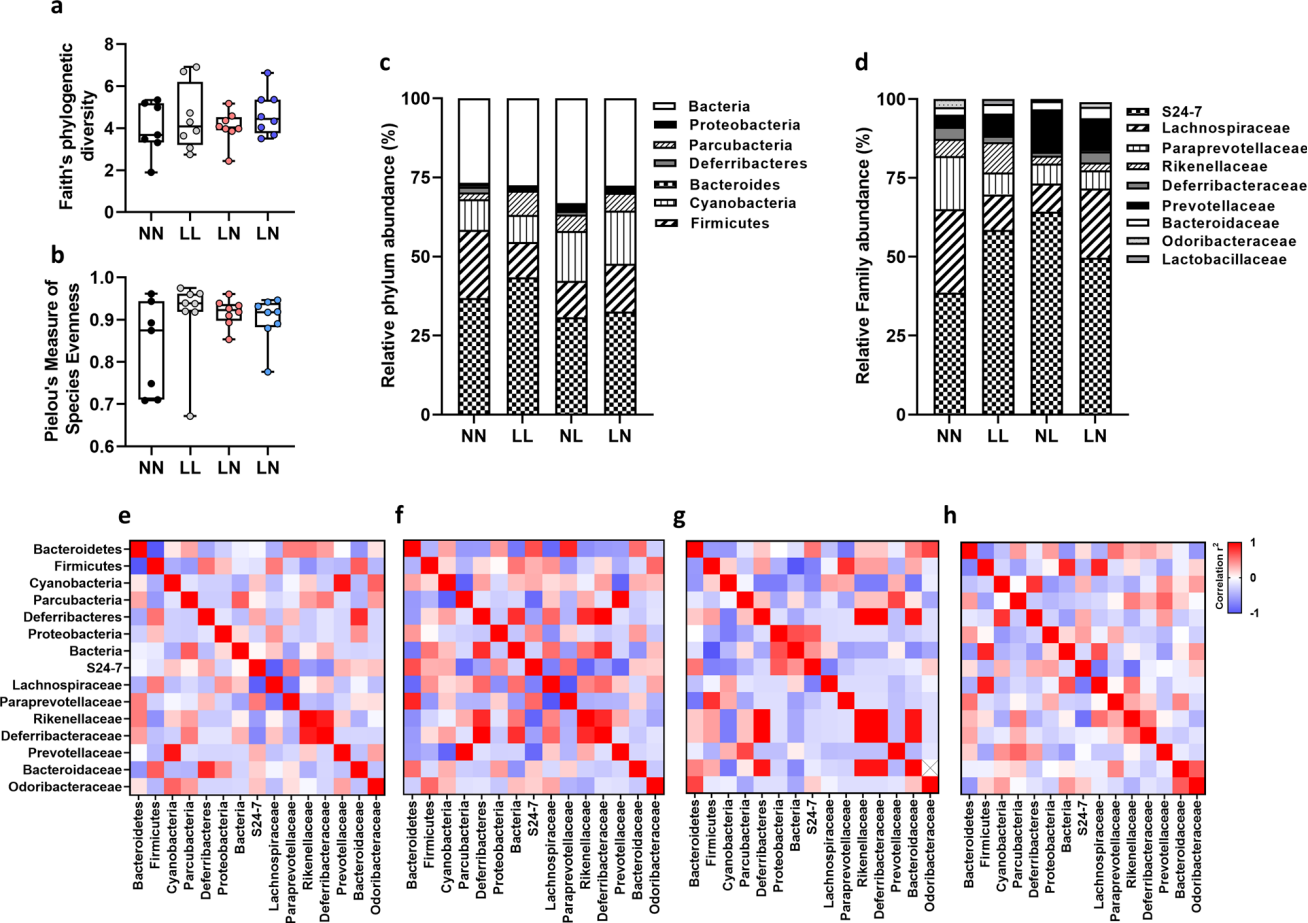
Analysis of adult-offspring gut microbiome. Assessment of fecal bacterial profiles in using **a** Faith’s phylogenetic diversity and **b** Pielou’s measure of species evenness in NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) adult (16 weeks of age) offspring. Relative bacterial **c** phylum and **d** family proportions. Correlations between bacterial populations in **e** NN, **f** LL, **g** NL and **h** LN offspring. *N* = 4 males and 4 females, each from separate litters. Statistical differences were analysed by one-way ANOVA with Bonferoni post hoc correction **a**–**d** and Spearman’s correlation **e**–**h**.

**Fig. 5:**
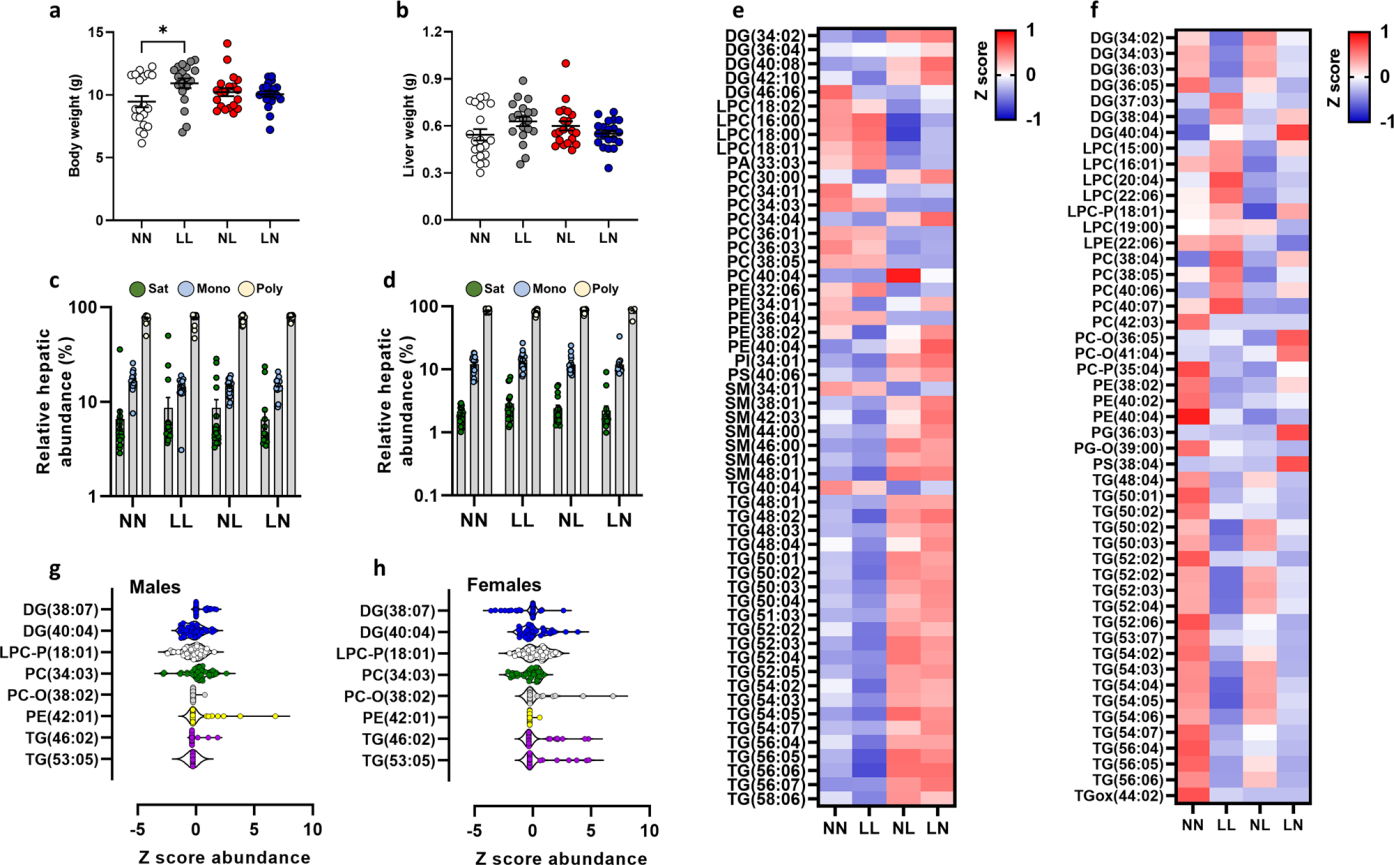
Assessment of second-generation (F2) offspring lipid profiles. **a** Body weight and **b** liver weight of NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma) F2 offspring at 3 weeks of age. Relative **c** hepatic and **d** serum abundance of saturated (Sat) mono-unsaturated (Mono) and poly-unsaturated (Poly) lipids. **e** Z scores of differential lipids between NN, LL, NL and LN offspring in **e** liver tissue and **f** serum. Cer ceramide, DG diglyceride (water-loss product from fragmentation in source), LPC *lyso*-phosphatidylcholine, LPE lyso-phosphatidylethanolamine, LPG lyso-phosphatidylglycerol, PA phosphatidic acid, PC phosphatidylcholine, PC-P phosphatidylcholine plasminogen, PC-O phosphatidylcholine plasmalogen, PE phosphatidylethanolamine, PI phosphatidylinositol, SM sphingomyelin, TG triglyceride, TGox oxidised triglyceride. Differential serum lipids in **g** male and **h** female offspring. *N* = 5–10 males and females per treatment group, selected from all litters generated. ∗*p* < 0.05. Statistical differences were determined using one-way ANOVA with Bonferoni post hoc correction.

### Changes in offspring lipid profiles are programmed across generations

Studies have shown that offspring phenotypic programming can be propagated over multiple generations and in a paternal (male lineage)-specific manner^26,27^. Our own studies have shown that offspring cardiovascular impairments are maintained over two generations in response to parental LPD sperm and seminal plasma and transmitted down the male lineage^14^. To determine whether the differential lipid profiles observed in F1 generation offspring were also maintained within a second generation, we assayed F2 offspring liver and serum at 3 weeks of age. We observed no significant effect of offspring sex (Supplementary Fig. 3) therefore, data for F2 males and females were combined. While LL offspring displayed an elevated mean body weight when compared to NN offspring (*P* = 0.01; Fig. 5a), no other differences in body weight or liver weight were observed between groups (Fig. 5a, b).

No differences in the overall abundance of hepatic (Fig. 5c) or serum (Fig. 5d) saturated, mono-unsaturated or poly-unsaturated lipids were observed between groups. However, in contrast to F1 neonatal offspring tissues, we observed the relative abundance of 55 and 49 lipids to be significantly altered in the liver and serum respectively, between groups (*P* < 0.05; Fig. 5e, f; (see Supplementary Data 9 for full profiles). In the liver, F2 NL and LN offspring showed a relatively higher abundance of several diglycerides, sphingolipids (SM) and multiple triglycerides (*P* < 0.05; Fig. 5e), while levels of *lyso*-phosphatidylcholines (LPC) and phosphatidylcholines were relatively lower in NN and LL offspring. In contrast, in the serum, LL offspring displayed an elevated level of multiple diglycerides and phosphatidylcholines (*P* < 0.05; Fig. 5f), but comparatively lower levels of triglycerides. Apart from a few specific lipids (DG-(40:04), PG-(36:03); PC-O(36:05), PS-(38:04)), overall levels of lipids in NL and LN offspring serum were relatively lower than in NN and LL offspring (*P* < 0.05; Fig. 5f). Interestingly, we observed few lipids to be differentially abundant between males and females (*P* < 0.05; Fig. 5g, h), which was in contrast to F1 neonates. As we observed differential lipid profiles between the ages and generations studied, with the F2 neonates more similar in differential abundance to F1 adults than F1 neonates, we compared a general hepatic lipid metric, the ratio of phosphatidylcholine to phosphatidylethanolamine (PC:PE) across all groups and ages. We observed that for all groups, the lowest ratio was seen in F1 neonatal offspring (Fig. 6). While the mean PC:PE ratio increased in NN F1 adults and F2 neonates when compared to F1 neonates, this was not significant (Fig. 6a). In LL offspring, the PC:PE ratio increased significantly in LL adults, but there was no difference between F1 and F2 neonates (*P* = 0.04; Fig. 6b). In contrast, in NL and LN offspring, the PC:PE ratio was significantly higher in both F1 adults and F2 neonatal offspring when compared to F1 neonates (*P* < 0.05; Fig. 6c, d).

**Fig. 6:**
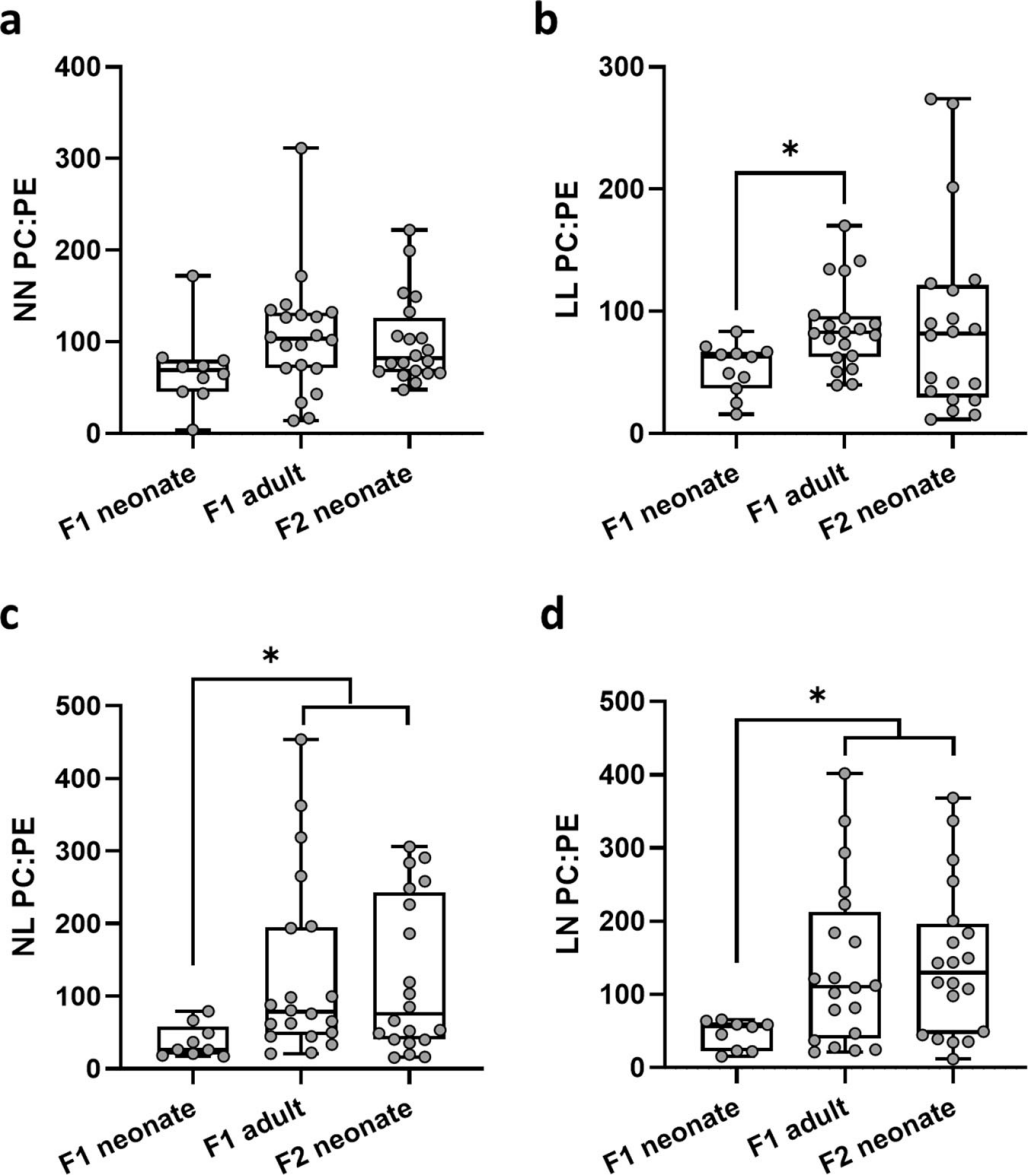
Comparison of serum lipid abundance profiles across generations. Relative hepatic phosphatidylcholine:phosphatidylethanolamine (PC:PE) ratio in **a** NN (NPD sperm and NPD seminal plasma) F1 neonatal, F1 adult and F2 neonatal offspring, **b** LL (LPD sperm and LPD seminal plasma) F1 neonatal, F1 adult and F2 neonatal offspring, **c** NL (NPD sperm and LPD seminal plasma) F1 neonatal, F1 adult and F2 neonatal offspring and **d** LN (LPD sperm and NPD seminal plasma) F1 neonatal, F1 adult and F2 neonatal offspring. *N* = 4–10 males and females per treatment group, selected from all the litters generated. ∗*p* < 0.05. Statistical differences were determined using one-way ANOVA with Bonferoni post hoc correction.

## Discussion

We have generated a mouse model in which the relative sperm and seminal plasma programming effects on offspring metabolic health across generations can be explored in response to a sub-optimal paternal LPD^13^. We observed that as offspring developed into adulthood, group-specific differences in the relative abundance of multiple lipid classes became evident. Furthermore, these changes appeared programmed in a sperm or seminal plasma-specific manner. Interestingly, unlike 3-week-old F1 offspring, who displayed comparatively few treatments group-specific differences, second-generation 3-week-old offspring possessed differential lipid abundance profiles similar in magnitude to that of the F1 adults. These data suggest that a poor paternal diet programmes offspring tissues lipid abundance over two generations, with the second-generation neonates displaying a lipid abundance phenotype reminiscent of that of an adult.

In neonatal F1 offspring, only a small number of lipids displayed a difference in abundance between treatment groups. NL offspring displayed relatively higher levels of hepatic sphingomyelin (42:00) and triglycerides (46:03; 48:04), while LN offspring showed an elevated abundance of unsaturated triglycerides. Sphingolipids have been connected to the progression of metabolic diseases due to their modulation of insulin signalling^28,29^. In addition, elevated levels of sphingolipids promote tissue inflammatory status in obese humans and mice^30,31^. Similarly, changes in the relative abundance of phosphatidylcholine and phosphatidylethanolamine have been implicated in conditions such as NAFLD through impaired membrane integrity and endoplasmic reticulum stress^32,33^. Separately, the accumulation of hepatic diglycerides has been linked to the development of impaired insulin action^34^. While elevated hepatic diglycerides have been reported following consumption of a high sugar or high fat diet^35^, all our dams and offspring were maintained on the same standard diet throughout the study, precluding a dietary origin for these differences. Alternatively, a reduction in the adipose tissue’s ability to store excess lipids could account for the relative rise in liver diglycerides^36^. However, as relatively few differences in serum lipid moieties were observed, this may exclude a dysfunctional adipose tissue storage phenotype at this age. Therefore, further studies are needed to understand the origins of the changes seen in our neonatal offspring.

In contrast to neonatal offspring, analysis of adult samples revealed differential tissue- and treatment group-specific lipid profiles. Here, the serum appeared to represent a composite profile of the lipid abundance changes seen in the liver and adipose tissue. In the serum, LL offspring displayed an elevated abundance of multiple triglycerides, while NL and LN offspring displayed an elevated abundance of triglycerides and phosphatidylcholines. Elevated levels of triglycerides have been proposed as a marker of type 2 diabetes onset^37^, with fatty acids of 10–18 carbons being elevated in patients with pre-diabetes and type 2 diabetes, while longer chain fatty acids (20–22 carbons) were associated with a reduced risk^37^. In contrast, type 2 diabetic patients showed lower levels of short-chain free fatty acids but higher levels of medium and long-chain fatty acids^37^. In LL offspring, we observed elevated abundances of triglycerides ranging from 48 (TG-(48:01)) to 68 (TG-(68:08)) carbons in length. Very-long-chain poly-unsaturated fatty acid synthesis (<24 carbons) occurs in the endoplasmic reticulum^38^, with elevated levels being associated with metabolic and cardiovascular disease risk^39,40^. Additionally, LN and NL offspring displayed elevated abundances of phosphatidylcholine, including phosphatidylcholine plasmalogen (PC-O) and phosphatidylcholine plasminogen (PC-P). Phosphatidylcholine is a highly abundant lipid, contained prominently in high-density lipoprotein (HDL) particles^41^ and plays a central role in hepatic metabolic homeostasis^33^, regulating lipid metabolism through its activation of Peroxisome Proliferator-Activated Receptor family (PPARs)^42^.

Analysis of hepatic differentially expressed genes identified comparatively few differences between NN, LL and LN offspring, while LN offspring showed a large number of differentially expressed genes when compared to all other groups. Pathways associated with carbohydrate and lipid metabolism as well as hormone levels were differentially regulated between NN and LL offspring, with *leptin*, *cryptochrome-1, pro-glucagon* and *insulin receptor-related protein* all increased in LL offspring. In patients with non-alcoholic fatty liver disease (NAFLD), leptin levels increase in line with the steatosis severity^43^. Separately, dysfunctional insulin secretion and insulin resistance as well as elevated serum leptin levels have been reported in patients with NAFLD^44^. The elevated expression of *pro-glucagon* and *insulin receptor-related protein* also indicates perturbed glucose/insulin homeostasis in LL offspring. Similarly, in LN offspring, the elevated expression of *acetyl-CoA carboxylase 2* (*Acaca*) and *phosphofructokinase, liver, B-type* (*Pfkl*) is suggestive of altered regulation of central metabolic homeostasis. Acaca catalyses the carboxylation of acetyl-CoA to malonyl-CoA, performing a pivotal role in regulating the flux of carbon intermediates between carbohydrate and fatty acid metabolism. In NAFLD patients, the rate of hepatic de novo lipogenesis is increased^45^, while in mice, chronic activation of acetyl-CoA carboxylase enzymes results in increased hepatic fat accumulation^46^. In NL offspring, the elevated expression of *corticotropin-releasing factor receptor 1, pro-opiomelanocortin* and *urocortin* is suggestive of metabolic stress. Corticotropin-releasing factor receptor 1 is a receptor for corticotropin-releasing factor and urocortin and elevated levels of corticotropin-releasing factor receptors and urocortin have been observed in biopsies of cirrhotic liver tissue^47^. While these observations support altered hepatic gene expression as an underlying mechanism driving the programmed dyslipidemia, further validation would be needed to confirm its role. Due to the nature of the lipidomic analyses, for many of the samples collected, the entire tissue was processed to ensure enough lipids were isolated for analysis. This limited our ability to conduct additional molecular and/or biochemical analyses on these same tissue samples. Therefore additional studies would be needed to explore the underlying mechanisms in more detail.

While we observed no differences in microbial diversity or bacterial abundance between groups, we did notice that associations of bacterial abundance differed between groups. One limitation of our study is that we are unable to identify whether the changes in gut microbiome populations are a cause or a consequence of the metabolic perturbations observed. In our F1 offspring, differential tissue lipid abundance was identified from just 3 weeks of age, suggesting that any microbiome changes may occur as a downstream consequence of the paternally programmed metabolic shifts. Indeed, obesity, dyslipidaemia and glucose/intolerance, all identified in our offspring, are associated with gut dysbiosis^23^. Despite the relevance of these different bacterial combinations for offspring metabolic health being as yet undefined, disruption to the stability of the microbiota community has been associated with ill-health, including obesity^48^, diabetes^49^ and cardiovascular disease^50^. The significance of the microbiome in regulating lipid metabolism and health is observed through the bacterial processing of fatty acid metabolites, such as linoleic acid, by bacterial groups, including Lactobacillus. Supplementation of mice with such bacterial-derived metabolites has been shown to have beneficial effects on glucose and insulin sensitivity^51^. Furthermore, reductions in liver damage in mouse models of alcoholic liver disease have been shown following saturated long-chain fatty acid supplementation, metabolites beneficial in supporting bacterial populations such as Lactobacillus^52^. Therefore, while we identified minimal changes in the microbiome in our offspring, further investigation is required to define the exact role of the microbiome in the paternal programming of offspring metabolic ill-health.

Previously, we have shown that a paternal low protein diet perturbed offspring cardiovascular function^14^ across two generations. Changes in sperm DNA and RNA methylation, as well as sperm histone modifications and non-coding RNA have all been identified as mechanisms linking paternal well-being with offspring development^53^. Here, we observed elevated abundances of sphingolipids and triglycerides in NL and LN liver when compared to NN and LL offspring, while levels of *lyso*-phosphatidylcholines and phosphatidylcholines were lower. In contrast, levels of most of lipid groups tended to be lower in LL, NL and LN serum when compared to NN offspring. The exception here was the levels of several diglycerides, *lyso*-phosphatidylcholines and phosphatidylcholines which were elevated in LL offspring.

It is interesting to note that the differential lipid abundance profiles in second-generation neonates appeared dramatically different to those of first-generation neonates. Comparison of the hepatic phosphatidylcholine to phosphatidylethanolamine (PC:PE) ratio revealed significant increases in the ratio in LL, NL and LN first-generation adults when compared to respective first-generation neonates. Furthermore, this ratio remained significantly higher in second-generation NL and LN offspring. In skeletal muscle, an elevated PC:PE ratio has been linked to insulin insensitivity^54^, while in mitochondria, a reduction in the ratio reduces oxygen consumption and cellular ATP production, resulting in mitochondrial dysfunction and fragmentation^55^. One limitation of our second-generation analysis was that we only studied transmission down the male lineage. While paternal-specific transmission of programmed offspring ill-health has been identified in both human and animal studies^26,27^, it would be of interest to define and compare the male and female-specific lineage propagation effects.

Our study gives new insight into the mechanism(s) of paternally programmed offspring metabolic ill-health. Our observations are in line with others showing that offspring from male mice fed either a low protein^56^ or high fat^57^ diet display perturbed metabolic phenotypes. Here, dietary-induced differential sperm non-coding RNA contents have been highlighted as the mechanism programming metabolic ill-health across generations. Our current observations also mirror our previous studies^13,14^, in which offspring derived from a miss-match between the dietary background of the sperm and seminal plasma (NL and LN) displayed the largest change in metabolic phenotype, with dyslipidemia propagated into the second generation of offspring. Previously, we have hypothesised that a mismatch between the development of the preimplantation embryo (directed by the sperm) and the uterine environment (directed by the seminal plasma) has a greater impact on offspring health than when both are programmed by the semen of the same dietary origin^13^. Here, the sperm genomic/epigenomic information programs the development of the embryo prior to its arrival within a uterine environment influenced by the seminal plasma. If the programming of the sperm matches the augmentation of the uterine environment, as in the case of LL offspring, then the impact on adult health is minimised. However, in the case of NL and LN offspring, the programming of the embryo mismatches the seminal-primed uterine environment resulting in an elevated detrimental impact on offspring health. Such a hypothesis is supported by experimental data showing that a lack of seminal plasma at the time of conception is linked to adult-offspring cardio-metabolic ill-health^58^. Furthermore, a lack of maternal exposure to her partner’s sperm may be of significance in the development of pregnancy complications such as preeclampsia and reduced fetal growth^59,60^. However, further studies are needed to explore these sperm and seminal programming mechanisms in detail and to understand the complex interplay between the sperm, seminal plasma, uterine environment and offspring health.

## Materials and methods

### Animal experiments

All animal experimental procedures were conducted in accordance with UK Home Office Animal (Scientific Procedures) Act 1986 Amendment Regulations 2012, which transposed Directive 2010/63/EU into UK law and with the approval of the Animal Welfare and Ethical Review Board (AWERB) at Aston University. All animal procedures and diets have been described previously in detail^13^. Briefly, male (intact and vasectomised) 8-week-old C57BL/6 male mice (Harlan Ltd, Belton, Leicestershire, UK) were fed either a control normal protein diet (NPD; 18% casein, Special Dietary Services Ltd; UK) or isocaloric low protein diet (LPD; 9% casein, Special Dietary Services Ltd; UK) for a minimum of 8 weeks prior to use. Virgin 8-week-old female C57BL/6 mice (Charles River, UK) were superovulated (1IU pregnant mare serum gonadotrophin, 1IU human chorionic gonadotrophin, Intervet, UK) prior to artificial insemination with 10^7^ capacitated sperm isolated from NPD or LPD fed males. Sperm were isolated from the caudal epididymis into 2 ml of pre-warmed swim-out medium (135 mM NaCl, 5 mM KCl, 1 mM MgSO4, 2 mM CaCl2, 30 mM HEPES; supplemented freshly with 10 mM lactic acid, 1 mM sodium pyruvate, 20 mg/ml BSA, 25 mM NaHCO3) and left to swim up for 1 h at 37 °C. Motile sperm were collected, counted and used for non-surgical artificial insemination. Females were subsequently housed overnight with a vasectomised NPD or LPD fed male. No male (either for the provision of sperm or seminal plasma) was used more than once to generate any litter of offspring. As such, each litter was derived from separate males. Four groups of offspring were generated termed NN (NPD sperm and NPD seminal plasma), LL (LPD sperm and LPD seminal plasma), NL (NPD sperm and LPD seminal plasma) and LN (LPD sperm and NPD seminal plasma). All dams and offspring received standard chow and water *ad libitum* throughout the study. For the production of an F2 generation, 16-week-old F1 males (*n* = 6 males per treatment group; each from separate litters) were mated naturally to virgin, 8-week-old female C57BL/6 mice (Charles River, UK), which were acquired separately for the purpose of mating with F1 males. All dams and F2 offspring received standard chow and water *ad libitum*.

Male and female offspring were culled by cervical dislocation at either 3 (neonatal) or 16 (adult) weeks of age. Blood samples were centrifuged (8000 × *g*, 4 °C, 10 min), and the serum was stored at −80 °C. Liver and gonadal adipose tissue were snap frozen and stored at −80 °C. Faecal pellets were collected from the descending colon and stored at −20 °C.

### Liver tissue assays

Levels of liver tissue 8-isoprostane F2α (cat no. 516351 Cayman chemicals, Michigan, USA), free fatty acids (Cat no. ab65341, Abcam, Cambridge UK) and triglycerides (cat no. ab65336, Abcam, Cambridge UK) were determined by ELISA according to manufacturer’s instructions. To determine liver tissue protein oxidation and nitration status, samples were homogenised in carbonate buffer and diluted to 10 μg/ml prior to analysis by ELISA (Cat no. ab210603, Abcam, Cambridge UK)^61^.

### Offspring tissue lipidomic analysis

Purified internal lipid standards were purchased from Avanti Polar lipids Inc. (Alabaster, Alabama, US). Fine chemicals and solvents were purchased from Sigma–Aldrich (Gillingham, Dorset, UK). Plasticware was purchased from Sarstedt (Leicestershire, UK) Chromacol (Massachusetts, United States) or Integra (Bath, Somerset, UK). Tissues were prepared, extracted and analysed in line with our previous studies^62^. Briefly, solutions of homogenised male and female, F1 and F2 liver, gondal fat and serum, quality controls and blanks were injected into wells (96 well plate, Esslab Plate + ™, 2.4 mL/well, glass-coated) followed by a methanolic solution of internal standards (150 µL), water (500 µL) and DMT (500 µL) using a 96 channel pipette (Integra Viaflo). Internal standards consisted of deuterated representative lipids of each class. Separate quality controls were used for each tissue, made up of a pool of all samples along with homogenous stocks of human plasma, milk doped with infant formula and stock liver homogenates^63,64^. Samples were infused into an Exactive Orbitrap (Thermo, Hemel Hampstead, UK), using a TriVersa NanoMate (Advion, Ithaca US) autosampler). Samples were nanospray at 1·2 kV in the positive ion mode. The Exactive Orbitrap acquired data with a scan rate of 1 Hz (giving a mass resolution of 100,000 full widths at half-maximum at 400 *m/z*). Automatic Gain Control was set to 3,000,000 and the maximum ion injection time to 50 ms. The instrument was operated in full scan mode from *m/z* 150–1200 Da. The lipid signals obtained are reported as relative abundance with the signal intensity of each lipid expressed relative to the total lipid signal intensity, for each sample, per mille (‰). Raw high-resolution mass-spectrometry data were processed using XCMS (www.bioconductor.org) and Peakpicker v 2.0 using an in-house R script^65^ as previously described^12^. The correlation of signal intensity to the concentration of the lipid variable in QC samples (adipose tissue and liver homogenates, serum; 0.25, 0.5, 1.0×) was used to identify lipid signals that were proportional to abundance in the sample type and volume used (the threshold for acceptance was a correlation of >0.75). The quality of data collection (instrument performance) was assessed by using both QCs throughout the run and internal standards in each sample. The total signal of QCs, internal standards and samples between plates was not corrected as the average remained similarly constant throughout, with no pattern of loss or increase in signal through the data collection. Signals were then corrected (divided by the sum of signals for that sample, not including internal standards), in order to be able to compare samples in a manner unconfounded by total lipid mass. Dual spectroscopy^62^ was used to interpret and finalise the lipidomic data. Specifically: ^31^P NMR data of serum, adipose and liver were collected and assigned and used to determine the difference in ionisation efficiency^63^.

### Adult liver transcriptomic analysis

RNA was isolated from adult-offspring liver tissue (eight samples per treatment group; four males and females, each pair from a separate litter) using the RNeasy Plus Mini Kit (Qiagen, UK) and the TissueLyser II (Qiagen) prior to integrity assessment (Agilent 2100 Bioanalyser). Samples with an RNA integrity number (RIN) greater than 7 were used for subsequent transcript analysis. First-strand cDNA was synthesised and converted to double-stranded cDNA (GeneChip™ WT PLUS Reagent Kit (ThermoFisher Scientific, UK). cDNA purification was performed prior to fragmentation, labelling and loading onto Clariom™ S Assay Mouse GeneChip™ arrays (ThermoFisher Scientific; UK) and hybridising at 45 °C. Following washing and staining (GeneChip™ Fluidics Station 450, ThermoFisher Scientific, UK), chips were scanned (GeneChip™ Scanner 3000 7 G System, Thermo Fisher Scientific, UK).

Data were analysed with Partek® Genomics Suite® analysis software. After restricting gene lists to significant expression alterations (FDR < 0.01, *p* < 0.05), top gene lists for each dietary comparison were analysed using WEB-based GEneSeTAnaLysis Toolkit (WebGestalt) for Gene Set Enrichment Analysis (GSEA) (http://www.webgestalt.org/) with a false detection rate (FDR) ≤ 0.05.

### Adult-offspring microbiome analysis

DNA was isolated from F1 and F2 faecal samples using the QIAamp DNA stool mini kit (Qiagen, UK). Microbiome sequencing was conducted on the V3-V4 region of the 16 S rRNA gene following the Illumina 16 S Metagenomic Sequencing Library Preparation protocol. 16 S rRNA amplicons were generated using forward 5’ (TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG) and Reverse 5’ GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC) primers, flanked by Illumina adapter-overhang sequences. Illumina dual index barcodes (Illumina XT Index Kit v2, Set A: FC-131-2001) were attached to each amplicon. AMpure XP beads (Beckman; A63882) were used for all PCR clean-up steps. Libraries were quantified using the Qubit Fluorometer and the Qubit dsDNA HS Kit (Thermo-Fisher Scientific). Library fragment-length distributions were analysed using the Agilent TapeStation 4200 and the Agilent D1000 ScreenTape Assay (Agilent; 5067–5582 and 5067–5583). Libraries were then pooled in equimolar amounts and the library pool was size-selected using the Blue Pippin (Sage Science) and a 1.5% Pippin Gel Cassette (Sage Science; BDF2010). Sequencing was performed on an Illumina MiSeq using a MiSeq Reagent Kit v3 (600 cycle) (Illumina; MS-102-3003) to generate 300 bp paired-end reads. Raw reads were processed by Qiime2 pipeline and trimmed. Greengenes version 13.8 was used in classification^66^.

### Statistics and reproducibility

Offspring body and organ weights were analysed using a multilevel random effects regression model (SPSS version 23)^13^ with the paternal origin of litter incorporated as a random effect. Interactions between treatment group and offspring sex were defined, and where significant effects of offspring sex were identified, data for each sex were analysed separately and reported as such. Analysis of correlation between variables was conducted using either Spearman or Pearson correlation, depending on the normality of the data. For the analysis of tissue lipid profiles, multiple ANOVA or Kruskal–Wallis tests were used to identify lipids, or lipid classes, of significantly different abundance between groups when individual variables were normally or non-normally distributed^12^. A Benjamini–Hochberg false discovery rate analysis was applied to the analysis of individual lipids. Significance was taken at *P* < 0.05. The sample size and the number of biological replicates performed are indicated in the relevant figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

All data underlying the graphs and charts presented in the main figures are provided as Supplementary Data 1 and in Excel format. All microarray data have been submitted to the Gene Expression Omnibus (GEO) at NCBI under accession number: GSE211520. All other data are available from the corresponding author on reasonable request.

# Supplementary material for: Paternal low protein diet perturbs inter-generational metabolic homeostasis in a tissue-specific manner in mice
**Source:** Commun Biol. 2022 Sep 8;5:929. doi: 10.1038/s42003-022-03914-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: F1 neonatal, adult and F2 neonatal body and organ weights and ELSIA/Assay tissue data

File name: Supplementary Data 2

Description: F1 neonatal offspring tissue lipidomic abundance

File name: Supplementary Data 3

Description: F1 adult offspring tissue lipidomic abundance

File name: Supplementary Data 4

Description: F1 adult offspring liver transcriptomic data

File name: Supplementary Data 5

Description: F1 adult male offspring liver transcriptomic data

File name: Supplementary Data 6

Description: F1 adult female offspring liver transcriptomic data

File name: Supplementary Data 7

Description: Adult liver Gene Ontology and Pathway output data

File name: Supplementary Data 8

Description: F1 adult fecal 16S sequencing data

File name: Supplementary Data 9

Description: F2 neonatal offspring tissue lipidomic abundance

# Supplementary material for: Paternal low protein diet perturbs inter-generational metabolic homeostasis in a tissue-specific manner in mice
**Source:** Commun Biol. 2022 Sep 8;5:929. doi: 10.1038/s42003-022-03914-8
**Supplement:** Supplementary file 13 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Raw high-resolution mass-spectrometry data were processed using XCMS (www.bioconductor.org) and Peakpicker v 2.0 (an in-house R script). 31P NMR data was processed using TopSpin 4.0.7. OriginLab 2018, Excel 2016, GraphPad PRISM 9 and SPSS 24 were used for data curation, statistical analysis and preparation of figures.

Data analysis N/A

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data in the present study are provided as Electronic Supplementary Material.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Samples sizes were determined using power calculations using previously published data from our group.
Data exclusions	No data were excluded from the study.
Replication	The number of sires used was based on prior power calculations using our previously published data to ensure replication of model phenotypic effects. Tissues were sampled from across several litters (and therefore several fathers) which all showed similar phenotypic changes in growth and metabolic status. For the analysis of tissue lipid profiles, all the tissue was used during the analytical procedures and so no technical replicates could be performed. Finally, these data are in line with our previous published studies using this model giving confidence in the validity of the data.
Randomization	Mice were randomly assigned to their dietary groups after acclimatisation to the facility. Mass spectrometry samples were run in random order.
Blinding	Sample names afforded partial blinding, though as around 1100 mass spectrometry samples were run in a high throughput manner in a random order, further blinding was not considered necessary.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6 mice
Wild animals	The study did not involve wild animals
Reporting on sex	Both sexes were analyzed in our study and the impact of sex was incorporated into our statistical analysis. Where sex was found to have a significant influence on the variable reported the data for both sexes were presented separately.
Field-collected samples	The study did not involve samples collected from the field.
Ethics oversight	All procedures were conducted in accordance with the UK Home Office Animal (Scientific Procedures) Act 1986 and local ethics committees at Aston University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

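Liver RNA of 30 adult offspring of 16 weeks was measured on Clariom S mouse arrays, 1 array per animal. NN offspring (normal diet of both males) gave 3 female and 4 male arrays, as did NL offspring (sperm of a male on the normal diet, seminal plasma of a male on the low protein diet) and LN offspring (the reverse), and LL offspring (low protein diet of both males) gave 5 female and 4 male arrays. The sample labels give these numbers, while the paper's legend gives 4 males and 4 females per group, each from a separate litter, and its methods give each pair of them as from a separate litter. A male and a female of a group may thus be siblings. Litters are not in the labels, and the arrays of a group were treated as independent. The number of arrays limits the precision. The authors hybridised 1-colour arrays after labelling with the WT PLUS kit and made the values with Partek Genomics Suite. The values are log2 signals per probe set, normalized by the authors as deposited onto a scale shared by the arrays, and the method of background correction, summarisation and normalization is not given in the sources used here. The replicate numbers of the labels do not pair the arrays.
Of 29129 deposited probe sets, 6923 controls were left out and 22206 were tested. In the annotation used, 19572 of these carry a single gene symbol and 2634 do not. The values were used as deposited, with no filter on signal. Linear models were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading the tables. For both sexes together the fit had 4 groups, and for each sex it had 8 groups of diet and sex, so that all 30 arrays give 1 estimate of the spread per gene. The comparisons were LL, NL and LN with NN and NL with LN for both sexes together, the first 3 for females and for males, NL with LL for males, the sex difference in the effect of each group, and NN males with NN females. Two-sided moderated tests of limma were adjusted by the Benjamini-Hochberg method over all tested probe sets. Genes were counted at an unadjusted p under 0.05 with a fold change over 1.5, and at an adjusted p under 0.05. The paper's methods name a false discovery rate under 0.01 and a p under 0.05, and the part held of Supplementary Data 4 gives the paper's count of 12 for LL and NN offspring at an unadjusted p under 0.05 with a fold change over 1.5. Single genes that the text describes were also tested with exact two-sided permutation tests.
The genes named are those the paper names, and for each comparison genes drawn from up to 6 higher and 6 lower ones at an adjusted p under 0.05. The same choice was made in the fit without NL replicate 6, and not every gene so chosen is described. Where fewer than 3 passed in a direction, the 3 with the smallest unadjusted p past both thresholds were taken, leaving out predicted genes, sensory receptors and probe sets without a single symbol. For each gene list described, up to 4 members with the smallest p are named, and all measured Y-linked genes. This rule, the gene lists, the alternatives and the comparisons were fixed before the data were examined, except where the text says otherwise, though values of the genes the paper names and the top of Supplementary Data 4 to 6 had been seen in the paper.
Of 37 gene lists, written from general knowledge, 36 were tested and the Y-linked list was reported gene by gene. The list of sensory receptors holds 1429 probe sets. Lists were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the residuals and with the rotation test fry. Counts of members passing were also adjusted over the list alone.
The alternatives were the methods' one-way analysis of variance (the same contrasts with the plain residual variance), quantile normalization, centring each array on its median, removal of probe sets below the 40th percentile of mean signal, sex as a covariate, the replicate number as a block, a fit to the compared groups only, array quality weights, the highest probe set per gene, an adjusted p under 0.01, and leaving out each array in turn. Chosen after the data were seen were 2 more: leaving out NL replicate 6 for the gene lists, the sex differences, NN males against females and the comparisons its group does not enter, and leaving out both that array and the one labelled LL replicate 1. Each count was compared with those of other splits of the same arrays, at most 100 per comparison, that keep the sexes balanced except where the sexes are compared. The procedure was tested on simulated data with 200 changed probe sets. Their noise was independent, with the spread of each probe set in the fit of 8 groups without NL replicate 6. At the adjusted threshold it recovered 97% of 2-fold and 75% of 1.5-fold changes between LL and NN offspring, 98% and 63% between NL and NN, 85% and 32% between NL and NN males, and 72% and 20% between NL and NN females. The fits reported include that array, and those of both sexes together also hold the sex difference in their spread. These shares thus do not give the power of the fits reported, and a count of 0 there is no evidence of no change.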

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

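The tests of the array labelled LL replicate 1, the tally of sex-biased genes on NL replicate 6, the separate tests of the mRNA and sensory receptor lists and the splits without NL replicate 6 were chosen only after the result was seen.
Arrays are given here when their gap to the nearest array of the group was large for the group's range by Dixon's criterion. This was so in 22 of 103 groups tested, where chance gives about 5.15.
NL replicate 6, labelled male, stood apart in most of them. Genes that the paper names were among these: Hif1a, the factor of the response to low oxygen, was at 4.15 on this array and at 7.49 on the nearest NL array, and Tgfbr1, a TGF-beta receptor, at 2.93 and 6.36. The values of this and the nearest array were 4.39 and 7.34 for Wtap, 3.25 and 5.56 for Thoc2, 4.63 and 6.37 for Thoc1, 6.97 and 8.24 for Acaca, 5.98 and 7.00 for Pfkl and 6.62 and 5.39 for Insrr. The Y-linked gene Eif2s3y was at 3.24, with 8.22 on the nearest NL male, and of probe sets with a like mean level over the 15 other arrays labelled male, 0.111% were as low or lower on this array (1.30% for Kdm5d and 0.125% for Uty). Its Y-linked genes thus put its label in doubt. On this array 16 of 18 female-biased and 7 of 14 male-biased liver genes were nearer the mean of other males than of females. That tally decides nothing, since signals of unlike level lay close together here. Probe sets with male means like those of Kdm5d (5.76) and Eif2s3y (8.44) had medians of 6.44 and 6.57. No explanation of the Y-linked levels on this array was tested. Its median log2 signal was 5.65 (nearest 5.57), its interquartile range 2.29 (3.16), the median of its deviations from the median array 0.37 (0.02) and their interquartile range 2.05 (0.43). Its median signal of sensory receptor genes was 3.51 (2.93), and its median correlation with the other arrays 0.746 (0.973). On control probes that the paper does not report, its GC-rich background was 8.62, against 6.27 to 6.96 on the other 29 arrays.
In the other groups, Thoc2 was at 6.06 on NN replicate 6 (nearest 6.55), and the median correlation of NN replicate 3 was 0.971 (0.979). Eif2s3y was at 7.76 on LL replicate 8, a male (8.55). On the array labelled LL replicate 1, female, Kdm5d was at 4.43 (3.21), Eif2s3y at 6.56 (3.29), Uty at 4.68 (2.48) and the cytokine Il1b at 5.86 (4.80).
The first pattern weighed is the number of genes between NL and NN offspring, 1117 for both sexes and 4637 for males at an unadjusted p under 0.05 and a fold change over 1.5. One weakly hybridised array may be its main cause: without NL replicate 6 the counts were 102 and 458. Both fell beyond the limit set beforehand, though that prediction names the array by its weak signal, which had thus been seen. This array had hybridisation controls at 6.77 (9.45 to 10.36 on the others) and poly-A controls at 6.43 (7.36 to 9.67). A change shared by all NL males was tested by the ratio of the log2 fold change in the other 3 NL males to that with all arrays, whose median over the 4637 genes was 0.42 (quartiles 0.278 and 0.562). This is under the 0.5 set beforehand as the limit for a shared change. The 4637 genes were called with these same arrays, which draws the other 3 males to the same side (99.96% had the same sign), and no value for the case of no change was computed. The ratio thus decides nothing, and a change shared by NL males stays open. An effect of seminal plasma from males on the low protein diet stays open. Without the array, 4 of 100 splits of the arrays of both sexes gave as many as the 102 genes (highest other 122). That share is under 0.05 but not corrected for the number of counts tested, so it does not exclude chance. Of the males, 4 of 35 splits gave as many as the 458 (highest other 699), and chance stays open there too. No test told seminal plasma from other differences between these groups.
The second pattern is the shift of gene lists between NL and NN offspring. Of the pair set beforehand, sensory receptors higher and mRNA processing genes lower, 1 list turned without NL replicate 6, but the sensory receptors had not passed with all arrays (adjusted p = 0.273), so the pair decides nothing, and their adjusted p of 0.0868 without the array (0.0829 to 0.895 over the alternatives) leaves the cause open. At the preset correlation the mRNA processing genes stayed lower without the array, with an adjusted p of 3.31e-11 (2.62e-14 to 0.727 over the alternatives). That argues against this array as the whole cause, at that correlation only. NL replicate 4 had the widest deviations of the other 29 arrays (interquartile range 0.43) and their narrowest signal range (3.16). No list was tested with both these NL arrays left out, so a technical cause is not excluded. The median log2 fold change of the list went from −0.47 to −0.20 without NL replicate 6, so that array may account for part of its size. With an estimated correlation the list did not pass, at 0.727 with all arrays and 0.297 without this one.
The third pattern is the level of male and female marker genes on the array labelled LL replicate 1, female. Of the 3 Y-linked genes 0 lay within the range of the male arrays and 0 within that of the other female arrays. These values argue against a male array under a female label and against a female with a male-like liver. They are part of the pattern itself, so no independent test excludes either one. A mixture of RNA from a male and a female may be the cause: on the linear scale the median share of male signal was 27.8% over the Y-linked genes (a fraction of 0.278, the lowest of the 3 medians), 44.1% over 14 male-biased and 38.6% over 18 female-biased liver genes. The limits set for a mixture were wide, and an array of intermediate levels could hardly miss them. The female-biased genes ranged from −58.5% to 84.1%. The design names no biological explanation, and no other one was tested.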

How the results depend on the processing

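Alternatives that leave out NL replicate 6 from lists, sex differences, NN sexes and comparisons its group does not enter, or leave out both that array and the one labelled LL replicate 1, were chosen only after the results were seen, and the others before.
Among the values of counts under alternatives, 415 stayed within 1.5 times the count and 100 did not. Among those of named genes, 1233 kept direction and side of the threshold, 55 passed newly, 16 no longer passed and 6 changed sign or moved without passing. Among those of lists, 901 kept both, 21 passed newly, 140 no longer passed, 25 reversed and 65 changed sign while passing neither time. Causes were not tested except where the alternative itself removes probe sets or arrays.
The methods' analysis of variance gave 13 genes between LL and NN offspring instead of 20, and at an adjusted p under 0.05 it gave 5 instead of 3 between NL and NN, 7 instead of 0 between NL and NN males and 1 instead of 0 between NL and LL males. At an adjusted p under 0.01, 0 of the 3 NL genes passed. Quantile normalization gave 5 adjusted genes between NL and NN and 3 between NL and NN males, and it ended 18 list calls, among them those of glucose, cholesterol and ribosomal proteins between NL and LN. Sex as a covariate gave 5 between NL and NN.
Removing dim probe sets, which leaves fewer to count, gave 9 genes between LL and NN, 39 for LL males instead of 115, 193 for LN males instead of 331, and 141, 159 and 146 for LL, NL and LN females instead of 318, 352 and 275, with 1 adjusted gene between NL and LL males. With the replicate number as a block, which does not pair the arrays, the LL count was 43, the LL male count 234 instead of 115, the adjusted NL count 0, and the count between NN males and females 32 instead of 84.
Fitting only the compared groups gave 629 genes instead of 1117 between NL and NN, with 0 adjusted genes, 229 instead of 782 between NL and LN, 884 instead of 4637 for NL males, 516 instead of 3939 between NL and LL males, and 3 adjusted genes for LN males. Array weights gave 35 genes for LL, 101 for NL, 70 between NL and LN, 438 for NL males, 504 for LN males and 212 between NL and LL males. Their adjusted counts were 55 for NL, 5 for LN, 17 for LN males, 2 between NL and LL males and 167 between NN males and females.
Without both doubted arrays the counts were 32 for LL, 102 for NL, 48 between NL and LN, 458 for NL males, 295 between NL and LL males and 588 for LL females. The adjusted counts were then 2 for LL, 8 for NL, 6 for LN, 1 for LN males, 3 for LL females and 212 between NN males and females.
Leaving out 1 array at a time gave 15 (LL replicate 5) to 46 (NN replicate 7) genes for LL, 102 (NL replicate 6) to 2016 (NL replicate 1) for NL, 63 to 120 for LN and 47 (NL replicate 6) to 1419 (NL replicate 7) between NL and LN. For males it gave 116 to 196 (NN replicate 7) for LL, 458 (NL replicate 6) to 7749 (NL replicate 7) for NL, 307 to 524 (NN replicate 7) for LN and 293 (NL replicate 6) to 6910 (NL replicate 7) between NL and LL. For females it gave 285 to 588 for LL, 240 to 609 for NL and 293 to 579 for LN, the highest in each case without NN replicate 2. Adjusted counts ranged from 0 (NN replicate 5) to 12 (NL replicate 6) for NL, 0 to 9 (NL replicate 6) for LN, 0 to 8 (NL replicate 6) for LN males, 0 to 6481 (NL replicate 7) for NL males and 0 to 5332 (NL replicate 7) between NL and LL males. Between NN males and females the count ranged from 61 to 80, and it was 211 without NL replicate 6.
In the lists, an estimated correlation gave an adjusted p of 0.727 for neuropeptides, mRNA processing and embryonic patterning in NL offspring, 0.984 for sensory receptors in LN offspring, and 0.605 for the nuclear pore and the endoplasmic reticulum between NL and LN. The rotation test fry gave 0.271 for the first 3, 0.981 and 0.30. Glucose metabolism in LL offspring had an adjusted p of 0.706, and 0.996 with the opposite sign with sex as a covariate. Sensory receptors in NL offspring had 0.273, with the opposite sign at 0.606 after quantile normalization, 0.0868 without NL replicate 6 and 0.0829 without both arrays, where it was lower.
Lists that reversed did so without NL replicate 6, and again without both arrays, whose adjusted p is the second of each pair. In NL against NN offspring they were fatty acid synthesis (0.0121 and 0.0146, higher instead of an uncalled lower shift), cholesterol synthesis (0.00679 and 0.00653), acute phase and complement (6.39e-05 and 9.08e-05), lipid droplets (0.942 and 0.934), phosphatidylcholine and phosphatidylethanolamine synthesis (0.395 and 0.402) and hepatocyte markers (0.969 and 0.973). Between NL and LN they were acute phase and complement (8.36e-04 and 9.98e-04), lipid droplets (0.841 and 0.846), cholesterol (0.517 and 0.505), glucose (0.632 and 0.636), ribosomal proteins (0.151 and 0.156) and oxidative phosphorylation (0.952 and 0.944). Male-biased liver genes in LL offspring were called higher with sex as a covariate (0.0102). The array labelled LL replicate 1, with a median male share of 44.1% over male-biased genes, enters that fit as a female, and the cause was not tested.
For the sexes fitted apart, sex as a covariate gives no value. Whether signal limits the calls was not tested beyond the removal of dim probe sets. The median signal of an array less that of its sensory receptor genes served as signal over background. Its mean was 2.59 ± 0.06 (SD) on NN arrays, 2.60 ± 0.04 on LL, 2.59 ± 0.20 on NL and 2.67 ± 0.04 on LN arrays. The sensory receptor genes are also a tested list, called lower in LN offspring.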

Differences from the paper's values

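The alternatives named here for counts were set before the data were examined, except 1 for LN offspring that is named as such. The ranges given for gene lists also run over 2 alternatives chosen only after the result was seen, without NL replicate 6 and without both that array and the one labelled LL replicate 1.
Genes at an unadjusted p under 0.05 and a fold change over 1.5 are compared with the counts of the paper, which states the fold threshold with them and in its methods a p under 0.05 and a false discovery rate under 0.01. Between LL and NN offspring the paper's count is 12 and the count here is 20. The difference falls within 1.5 times with the methods' analysis of variance (13), quantile normalization (16), dim probe sets removed (9), the compared groups only (17), and without LL replicates 4 (16) or 5 (15). It does not with median centring (19), sex as a covariate (27), the replicate block (43), array weights (35) or any other array left out (20 to 46).
Between LL and NN males the paper's count is 68 and the count here is 115. The methods' analysis of variance (86) and quantile normalization (101) come within 1.5 times of it, and median centring (106), dim probe sets removed (39), the replicate block (234), the compared groups only (117), array weights (148) and each array left out (116 to 196) do not.
Between LL and NL males the paper's count is 1055 and the count here is 3939. No alternative comes within 1.5 times: the values are 3537 with the methods' analysis of variance, 4146 with quantile normalization, 3985 with median centring, 3325 with dim probe sets removed, 5570 with the replicate block, 516 with the compared groups only, 212 with array weights, and 293 (without NL replicate 6) to 6910 with 1 array left out.
Between LN and NN males the count here is 331, and the paper's is about 210 in Fig. 3, read by eye. The methods' analysis of variance (284), quantile normalization (281), dim probe sets removed (193) and the fits without NN replicate 4 (310), LN replicate 6 (314) or LN replicate 7 (307) come within 1.5 times. Median centring (358), the replicate block (333), the compared groups only (447), array weights (504) and the other arrays left out (343 to 524) do not.
The paper's discussion names the LN offspring as the group with a large number of differentially expressed genes against all others, while its results name the NL offspring. Here NL offspring had 1117 genes against NN and LN offspring 80, and 102 and 91 without NL replicate 6, the last from a fit chosen after the values were seen.
Carbohydrate and glucose metabolism is stated by the paper to be higher in LL offspring. Over the 27 genes of glucose metabolism in the list used here 14 had a positive log2 fold change and the list was not called (adjusted p = 0.706, with 0.366 to 0.996 over its alternatives), while the paper's Lep, Gcg and Insrr had positive log2 fold changes of 0.50, 0.38 and 0.46. Cytokine signalling is stated to be higher in NL offspring. Of 44 cytokine and receptor genes 27 had a positive log2 fold change, and the list was not called (adjusted p = 0.465, with 0.319 to 0.846 over its alternatives). Metabolic pathways are stated to be higher in LN offspring, and the lists of fatty acid oxidation (0.467), fatty acid synthesis (0.544) and glucose metabolism (0.675) were not called, with positive medians of 0.09, 0.08 and 0.06. The paper's terms come from other gene sets and another test.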

Other observations

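The counts over other splits of the arrays, the list tests without NL replicate 6 and the fits of LN offspring without it were chosen only after the results were seen.
Neutrophil marker genes were higher as a group in NL than in NN offspring, all 9 of them, with a median log2 fold change of 0.40 (adjusted p = 0.0247, and 0.727 with an estimated correlation). Elane, the neutrophil elastase, was at 6.05 ± 0.40 (SD, n = 7) against 5.58 ± 0.21 (n = 7), a log2 fold change of 0.47 (SE 0.16, adjusted p = 0.127). Ngp, a granule protein of neutrophils, differed by 0.83 (SE 0.29, adjusted p = 0.130) and Csf3r, the receptor of the granulocyte growth factor, by 0.41 (SE 0.17, adjusted p = 0.161). Adjusted over the list alone, 2 of the 9 passed, and 0 without NL replicate 6. Without NL replicate 6 the median was 0.36 and the list stayed called (adjusted p = 0.0167, the lowest of a range of 0.0167 to 0.727 over its alternatives), and it was not called after quantile normalization (0.0930). Against LN offspring the list was higher too (median 0.40, adjusted p = 8.55e-04, and 0.605 with an estimated correlation). This comparison shares the NL arrays with that against NN, so it is not independent evidence. The text of the paper does not name these genes, and its full tables were used here only in part.
Acute phase genes of the liver were higher as a group in NL than in NN offspring without NL replicate 6, with a median of 0.29 (adjusted p = 6.39e-05, over a range to 0.908), while with all arrays the list was not called (median −0.08, adjusted p = 0.664). Without that array Orm2, an acute phase glycoprotein, differed by 1.21 (SE 0.44, adjusted p = 0.210) and Saa2, a serum amyloid, by 1.30 (SE 0.61, adjusted p = 0.336). Kupffer cell markers were then higher as well (median 0.32, adjusted p = 7.48e-04, over a range of 5.27e-04 to 0.895), with C1qb, a complement subunit of macrophages, at 0.52 (SE 0.16, adjusted p = 0.152). So were fatty acid and triglyceride synthesis (median 0.24, adjusted p = 0.0121, over a range to 0.923) and cholesterol synthesis (median 0.26, adjusted p = 0.00679, over a range of 0.00653 to 0.923), with the lipogenic regulator Thrsp at 0.82 (SE 0.34, adjusted p = 0.276). With an estimated correlation no list passed without the array either, the lowest adjusted p being 0.297.
Fits to all groups without NL replicate 6 gave 12 genes at the adjusted threshold between NL and NN offspring, 3 higher and 9 lower, 9 between LN and NN offspring, 7 higher and 2 lower, and 8 between LN and NN males, 3 higher and 5 lower. Ctcfl, the germline relative of CTCF, was then higher in NL offspring by 0.90 (adjusted p = 0.0250, with 0.0119 to 0.0991 over its alternatives) and in LN offspring (adjusted p = 0.0297, with 0.0248 to 0.987 over its alternatives). Pcgf1, a Polycomb protein, was lower in NL (adjusted p = 0.00681, with 0.00585 to 0.0628 over its alternatives) and in LN offspring (adjusted p = 0.0118, with 0.00872 to 0.987 over its alternatives). Both comparisons share the NN arrays. In NL offspring Unc93b1, a chaperone of Toll-like receptors, was higher by 0.60 (adjusted p = 0.0250), and Ndufs5, a subunit of respiratory complex I, had a log2 fold change of −0.57 (adjusted p = 0.0250). In LN offspring Hacl1, a peroxisomal enzyme of fatty acid oxidation, was higher by 0.75 (adjusted p = 0.0415) and Stpg2, a testis-expressed gene, passed at 0.0188.
In LL offspring neuropeptides and neuropeptide receptors (0.12, 0.00217) and cholangiocyte markers (0.26, 0.0334) were called higher, with the median log2 fold change and the adjusted p of each list in brackets. Called lower were mRNA splicing, processing and export (−0.06, 0.0334), cytosolic ribosomal proteins (−0.08, 0.00376) and pancreatic acinar and islet markers (−0.24, 0.0166). With an estimated correlation the adjusted p of these lists was 0.975. Not called, at an adjusted p of 0.0605 to 0.953, were fatty acid and triglyceride synthesis, fatty acid oxidation and ketogenesis, lipid droplets, lipoproteins and lipid uptake, cholesterol synthesis, bile acid synthesis and transport, phosphatidylcholine and phosphatidylethanolamine synthesis, sphingolipid metabolism, glucose metabolism and its hormonal control, circadian clock, cytokines, chemokines and their receptors, nuclear pore and RNA transport, protein processing in the endoplasmic reticulum, ubiquitin-proteasome system, mitochondrial oxidative phosphorylation, embryonic patterning and growth, acute phase and complement, interferon response, oxidative stress defence, male-biased liver genes, female-biased liver genes, hepatocyte markers, Kupffer cell and macrophage markers, stellate cell and fibroblast markers, sinusoidal endothelial markers, T and NK cell markers, B cell markers, neutrophil markers, red cell and erythroid markers, white adipose markers, early stress response genes and sensory receptor families.
In NL offspring neuropeptides and neuropeptide receptors (0.26, 2.25e-06) and neutrophil markers (0.40, 0.0247) were called higher, with the median log2 fold change and the adjusted p of each list in brackets. Called lower were fatty acid oxidation and ketogenesis (−0.40, 1.99e-04), lipid droplets, lipoproteins and lipid uptake (−0.23, 0.0304), bile acid synthesis and transport (−0.43, 6.55e-04), phosphatidylcholine and phosphatidylethanolamine synthesis (−0.24, 0.0124), mRNA splicing, processing and export (−0.47, 2.75e-14), nuclear pore and RNA transport (−0.35, 1.25e-06), protein processing in the endoplasmic reticulum (−0.33, 1.72e-06), ubiquitin-proteasome system (−0.46, 6.70e-10), cytosolic ribosomal proteins (−0.37, 1.74e-09), mitochondrial oxidative phosphorylation (−0.35, 1.72e-06), embryonic patterning and growth (−0.26, 1.39e-04), oxidative stress defence (−0.20, 0.00942), hepatocyte markers (−0.15, 0.0214) and sinusoidal endothelial markers (−0.35, 0.00291). With an estimated correlation the adjusted p of these lists was 0.727. Not called, at an adjusted p of 0.122 to 0.922, were fatty acid and triglyceride synthesis, cholesterol synthesis, sphingolipid metabolism, glucose metabolism and its hormonal control, circadian clock, cytokines, chemokines and their receptors, acute phase and complement, interferon response, male-biased liver genes, female-biased liver genes, cholangiocyte markers, Kupffer cell and macrophage markers, stellate cell and fibroblast markers, T and NK cell markers, B cell markers, red cell and erythroid markers, white adipose markers, pancreatic acinar and islet markers, early stress response genes and sensory receptor families. Of the 14 lower lists, 6 stayed called lower without NL replicate 6, those of mRNA processing, the nuclear pore, the endoplasmic reticulum, the ubiquitin-proteasome system, ribosomal proteins and embryonic patterning. Fatty acid oxidation (0.163), bile acids (0.327), oxidative phosphorylation (0.273), oxidative stress defence (0.787) and sinusoidal endothelial markers (0.163) were not called, and for the other 3 the direction of the test turned.
In LN offspring Kupffer cell and macrophage markers (0.19, 0.0316) were called higher, with the median log2 fold change and the adjusted p of the list in brackets. Called lower were cytosolic ribosomal proteins (−0.16, 2.81e-04), pancreatic acinar and islet markers (−0.45, 0.0102) and sensory receptor families (−0.04, 0.00189). With an estimated correlation the adjusted p of these lists was 0.984. Ribosomal proteins and pancreatic markers were called lower in LL offspring too, against the same NN arrays, so those calls are not independent. Not called, at an adjusted p of 0.0613 to 0.969, were fatty acid and triglyceride synthesis, fatty acid oxidation and ketogenesis, lipid droplets, lipoproteins and lipid uptake, cholesterol synthesis, bile acid synthesis and transport, phosphatidylcholine and phosphatidylethanolamine synthesis, sphingolipid metabolism, glucose metabolism and its hormonal control, circadian clock, cytokines, chemokines and their receptors, neuropeptides and neuropeptide receptors, mRNA splicing, processing and export, nuclear pore and RNA transport, protein processing in the endoplasmic reticulum, ubiquitin-proteasome system, mitochondrial oxidative phosphorylation, embryonic patterning and growth, acute phase and complement, interferon response, oxidative stress defence, male-biased liver genes, female-biased liver genes, hepatocyte markers, cholangiocyte markers, stellate cell and fibroblast markers, sinusoidal endothelial markers, T and NK cell markers, B cell markers, neutrophil markers, red cell and erythroid markers, white adipose markers and early stress response genes.
Between NL and LN offspring neuropeptides and neuropeptide receptors (0.21, 1.37e-04), neutrophil markers (0.40, 8.55e-04) and sensory receptor families (0.11, 5.85e-05) were called higher, with the median log2 fold change and the adjusted p of each list in brackets. Called lower were fatty acid oxidation and ketogenesis (−0.50, 1.02e-07), lipid droplets, lipoproteins and lipid uptake (−0.22, 0.00764), cholesterol synthesis (−0.39, 0.00981), bile acid synthesis and transport (−0.50, 1.92e-05), phosphatidylcholine and phosphatidylethanolamine synthesis (−0.26, 1.48e-04), sphingolipid metabolism (−0.25, 0.0305), glucose metabolism and its hormonal control (−0.26, 0.00951), mRNA splicing, processing and export (−0.39, 1.31e-12), nuclear pore and RNA transport (−0.33, 7.64e-08), protein processing in the endoplasmic reticulum (−0.47, 4.88e-12), ubiquitin-proteasome system (−0.47, 3.44e-12), cytosolic ribosomal proteins (−0.26, 7.54e-05), mitochondrial oxidative phosphorylation (−0.34, 1.08e-06), embryonic patterning and growth (−0.26, 0.00142), oxidative stress defence (−0.19, 0.00460), male-biased liver genes (−0.67, 0.0170), hepatocyte markers (−0.16, 0.00266) and sinusoidal endothelial markers (−0.48, 0.00118). With an estimated correlation the adjusted p of these lists was 0.605 to 0.738. Not called, at an adjusted p of 0.0954 to 0.983, were fatty acid and triglyceride synthesis, circadian clock, cytokines, chemokines and their receptors, acute phase and complement, interferon response, female-biased liver genes, cholangiocyte markers, Kupffer cell and macrophage markers, stellate cell and fibroblast markers, T and NK cell markers, B cell markers, red cell and erythroid markers, white adipose markers, pancreatic acinar and islet markers and early stress response genes. The lists called lower without NL replicate 6 were 7, of fatty acid oxidation, bile acids, mRNA processing, the nuclear pore, the endoplasmic reticulum, the ubiquitin-proteasome system and male-biased genes (0.0441), and the 2 called higher were neutrophil markers and acute phase genes.
Among lists that were not called, the median and the mean had the same sign and the test the other for fatty acid oxidation, lipid droplets and neutrophil markers in LL offspring and for ubiquitin-proteasome genes and B cell markers in LN offspring. The mean and the median differed in sign for hepatocyte markers in LL, for acute phase, stellate cell and stress response genes in NL, for lipid droplets, sphingolipids, nuclear pore and female-biased genes in LN offspring, and for stellate cell markers between NL and LN.
The real grouping was compared with other splits of the same arrays, with the sexes kept balanced except for NN males against NN females, where all 35 splits of the 7 arrays were used. The share of splits as large was under 0.05 for the NL count of 1117 (3 of 100 splits as large, the highest other 1277), for its 3 adjusted genes (1 of 100, highest other 0), for the LN count of 80 (3 of 100, highest other 90), for the 84 genes between NN males and females (1 of 35, highest other 16), and for the NL count of 102 without NL replicate 6 (4 of 100, highest other 122). These shares are not corrected for the number of counts tested, so they argue against chance without excluding it. The share was 0.05 or more for the LL count of 20 (57 of 100, highest other 75) and for the count of 782 between NL and LN (5 of 100, highest other 1120), which was 47 without NL replicate 6 (11 of 100, highest other 99).
For males chance cannot be excluded for the LL count of 115 (6 of 35 splits as large, the highest other 169), the NL count of 4637 (3 of 35, 5309), the LN count of 331 (2 of 35, 353) or the count of 3939 between NL and LL (2 of 35, 4552). Without NL replicate 6 it cannot be for 458 (4 of 35, 699) or 293 (6 of 35, 434). At the adjusted threshold, where the real counts were 0, all 35 splits are as large by construction, which decides nothing, and the highest other was 1460 for NL, 4 between NL and LL, and 0 for LL and LN. A split of NL and NN males that calls 1460 genes points to a structure of these samples other than the groups. NL replicate 6 is among these arrays. At an unadjusted p under 0.05 and a fold change over 1.5, the other splits had a median of 1804.5 genes with this array and 230.5 without it. Adjusted counts of splits without it were not computed.
For LL females chance cannot be excluded for 318 genes (11 of 56 splits as large, the highest other 436). Of adjusted genes there were 0, which all 56 splits reach by construction, with a highest other of 27, so that this decides nothing. NL and LN females have 10 splits each, too few for a share under 0.05: 352 genes with a highest other of 262 (1 of 10) and 275 with 334 (3 of 10), and 0 adjusted genes with 0 and 1 (10 of 10). The adjusted counts of 0 for LL, LN and NL against LN offspring of both sexes, with a highest other of 0, 1 and 1, and of 0 for the sex differences, with 0 for each of LL, NL and LN, are reached by all 100 splits by construction, which decides nothing.
Of 48 exact permutation tests of quality measures between groups, 1 passed after adjustment, the median deviation from the median array, which was 0.01 higher in LL than in NN offspring (two-sided exact p = 3.50e-04, adjusted 0.0168). Hybridisation controls had a median of 10.21 on NN and 10.18 on LL arrays, and of 9.79 on NL and 9.71 on LN arrays. Against NN their exact p was 0.00350 for NL and 0.00932 for LN (adjusted 0.0839 and 0.109). A technical difference of NL and LN from NN arrays thus stays open, and its part in these comparisons was not tested. The first principal component held 45.8% and the second 10.9% of the variance. On the first, NL replicate 6 lay at 209.4 and the other arrays between −28.6 and 20.7, so it mostly sets that array apart. Over all probe sets the median log2 fold change was 0.01 for LL, 0.04 for NL, 0.02 for LN and 0.05 between NL and LN. Without NL replicate 6 it was 0.014 for NL and −0.0012 between NL and LN.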
